# Essential Role of STAT3 Signaling in Hair Follicle Homeostasis

**DOI:** 10.3389/fimmu.2021.663177

**Published:** 2021-11-11

**Authors:** Kosuke Miyauchi, Sewon Ki, Masao Ukai, Yoshie Suzuki, Kentaro Inoue, Wataru Suda, Takeshi Matsui, Yoshihiro Ito, Kenya Honda, Haruhiko Koseki, Osamu Ohara, Reiko J. Tanaka, Mariko Okada-Hatakeyama, Masato Kubo

**Keywords:** STAT3 (signal transducer and activator of transcription 3), skin, atopic dermatitis, bacteria, hair follicle (HF)

## Abstract

Dominant-negative mutations associated with signal transducer and activator of transcription 3 (STAT3) signaling, which controls epithelial proliferation in various tissues, lead to atopic dermatitis in hyper IgE syndrome. This dermatitis is thought to be attributed to defects in STAT3 signaling in type 17 helper T cell　specification. However, the role of STAT3 signaling in skin epithelial cells remains unclear. We found that STAT3 signaling in keratinocytes is required to maintain skin homeostasis by negatively controlling the expression of hair follicle-specific keratin genes. These expression patterns correlated with the onset of dermatitis, which was observed in specific pathogen-free conditions but not in germ-free conditions, suggesting the involvement of Toll-like receptor-mediated inflammatory responses. Thus, our study suggests that STAT3-dependent gene expression in keratinocytes plays a critical role in maintaining the homeostasis of skin, which is constantly exposed to microorganisms.

## Introduction

Signal transducer and activator of transcription 3 (STAT3) signaling plays a critical role in maintaining stem cell pluripotency and ensuring stem cell survival (1, 2), and it is associated with many aspects of cell differentiation (3–6). STAT3 is a major signal transduction/transcription factor involved in diverse processes, including wound healing, angiogenesis, immune responses, nervous system development, and cancer (7–9). Hyper IgE syndrome (HIES) results from a dominant-negative *STAT3* gene and is a primary immune deficiency characterized by atopic dermatitis (AD)-like dermatitis (10–12). Defects in type 17 helper T cell (T_H_17) specification have been considered the major cause of HIES, which has been attributed to decreased expression of retinoid-related orphan receptor (ROR)-γt, a protein that is induced by the interleukin (IL)-6 and IL-23 receptors (13, 14). Partial improvements in dermatitis in HIES patients treated with hematopoietic stem cells have suggested that the role of STAT3 signaling in cells other than T cells is involved in the onset of dermatitis (15). However, the roles of STAT3 signaling in skin homeostasis remain unknown.

It has been shown that STAT3 signaling is required for skin wound healing, keratinocyte migration, and hair follicle (HF) growth (16, 17). The topical application of JAK inhibitors has been observed to trigger hair telogen-to-anagen transition, suggesting the importance of JAK/STAT signaling in the development of HF stem cells (HFSCs) (18). STAT3 is reported to play a role in HF formation and the hair cycle during the second anagen phase (19, 20), and HF-derived cytokines regulate the trafficking of dendritic cells to the skin and the maintenance of resident T cells (21, 22). Constitutive expression of the active form or the deletion of STAT3 in the basal layer of HFs suggests an essential role in keratinocyte stem/progenitor cell homeostasis (23, 24). The skin epidermis is a stratified epithelium that forms a barrier to protect against mechanical stress and infections. The epidermis undergoes constant turnover, and keratinocyte stem/progenitor cells are responsible for homeostasis of the epidermal compartments. In the present study, we attempted to understand the role of STAT3 signaling in the homeostasis of epidermal compartments.

Epithelial keratins are classified as acidic type I and basic or neutral type II and are coexpressed as specific pairings with one of each type. Keratin polymerization occurs based on α-helical rod domains in type I and type II keratins to form heterodimers that are arranged in parallel. Further polymerization of these heterodimers builds intermediate filaments that comprise the cytoskeleton of epithelial cells (25). Mutations in the type I and type II keratin proteins that form heterodimers cause an imbalance in the epidermal compartments, leading to several skin diseases (26–28). However, little is known about how STAT3 contributes to strict regulation of the specific pairing of keratin proteins.

In the present study, we directly investigated the contribution of STAT3 to skin homeostasis and dermatitis by generating mice with conditional deficiencies in this protein in the skin. Our data clearly indicate that STAT3 signaling is required to maintain the homeostatic expression pattern of type I and II HF-specific keratin genes under specific pathogen-free (SPF) conditions. Furthermore, dysregulation of the homeostatic expression of HF-keratin genes in infant skin were determined to be associated with Toll-like receptor (TLR)-mediated inflammatory responses in this STAT3 mouse model of AD. We further discuss how STAT3 signaling during early life influences the regulation of skin homeostasis.

## Results

### STAT3 Signaling Controls Gene Expressions of HF-Specific Keratins

To investigate how STAT3 signaling contributes to the development of AD-like signs, we examined the effects of STAT3 loss-of-function in the skin of *Stat3* ^ΔK5^ mice in a mixed 129×C57BL/6 background (mixed) and a pure C57BL/6 background (B6). *Stat3* ^ΔK5^ mice of both genetic backgrounds developed AD signs. The mixed mice exhibited >80% of AD signs, whereas disease onset in B6 mice was reduced by 20% (**Figure 1A**, left), and the disease score was milder in the B6 mice than in the mixed mice (**Figure 1A**, right). The *Stat3* ^ΔK5^ mice were divided into two groups as follows: healthy individuals with no dermatitis on the face until 20 weeks (KO-H), and diseased mice with onset by 20 weeks (KO-D). Histological analysis based on hematoxylin and eosin (HE) staining demonstrated that the mixed KO-D model mice displayed atypical dermatitis at 10 weeks of age (**Figure 1B**). These results indicate that STAT3-mediated signaling has an essential but partial role in disease onset.

**Figure 1:**
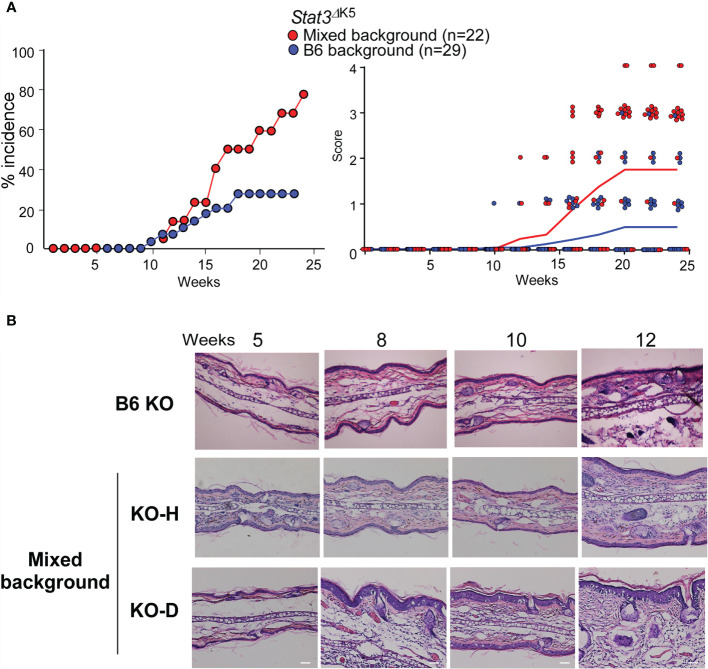
Atopic dermatitis (AD)-like dermatitis frequently develops in mixed-background *Stat3* ^ΔK5^ mice. **(A)** Percentage of mixed- or B6-background *Stat3* ^ΔK5^ mice with skin lesions at indicated weeks of age (left). The clinical scores were analyzed for mixed (n=22) or B6 (n=29) background *Stat3* ^ΔK5^ mice at the indicated weeks of age (right). Line colors indicate means of clinical scores in each group. Clinical scores were determined as follows: 0, no lesion; 1, lesion on periocular area; 2, lesion on part of the face; 3, lesion on the whole face; 4, lesion on ear. **(B)** Skin hematoxylin and eosin staining images of non-onset B6 and mixed background healthy (KO-H) or onset (KO-D) *Stat3* ^ΔK5^ mice at indicated weeks of age. Scale bar = 100 μm.

We collected ear samples at different time points, specifically 2–3, 5, 8, 10, and 12 weeks of age for the mixed mice (**Figure 2**) and 2, 3, 4, 5, and 6 weeks of age for B6 mice (**Figure 3**). 

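For the mixed mice, 24 ear RNA-seq libraries were analysed here. They are 2 KO-D, 2 KO-H and 2 K5-cre libraries at each age. The ages were 2, 5, 8 and 10 weeks for KO-D and KO-H and 3, 5, 8 and 10 weeks for K5-cre, so that the youngest Stat3-deficient libraries are 1 week younger than the youngest controls. K5-cre mice carry the Cre transgene without the floxed Stat3 alleles. In the paper's terms KO-H are Stat3-deficient mice that stayed healthy and KO-D those that developed dermatitis. The labels state the genotype only, so KO-D and KO-H were told apart here by the letters D and H in the sample names. Libraries of 12-week-old mice, of B6 mice and of germ-free mice were not analysed here. The authors aligned single-end reads to the mm9 mouse genome with TopHat2 and deposited one FPKM value per gene and library, for 25791 gene symbols. FPKM corrects for gene length and for the number of mapped reads, and no further scaling between libraries is named in the methods. The FPKM values of a library added up to between 610095 and 837496 in KO-D (median 682873), 606204 and 868762 in KO-H (median 743973), and 640619 and 940202 in K5-cre (median 836111). Read counts were not used here, but the low FPKM values fall in steps of 1 read, and the size of the steps gives the relative depth. Relative to the first KO-D library at 2 weeks, the libraries held between 0.766 and 1.65 times as many reads. Ribosomal protein genes made up between 11.5% and 18.4% of the FPKM total. Across genes, Pearson's r of log2(FPKM + 1) was 0.88 to 0.96 within the 12 replicate pairs, and genes are not independent replicates. No library was a copy of another. Values were tested as log2(FPKM + 1) with limma over the 14428 genes above 2 FPKM in at least 2 libraries, with 1 mean per group and age. A fold change on this scale understates the change of low genes. In KO libraries Stat3 itself, the targeted gene, had 18.4 ± 5.74 (SD, n = 4) FPKM at 2 weeks, against 28.6 ± 3.36 (SD, n = 2) in K5-cre at 3 weeks, a log2 fold change of -0.66 (standard error 0.32, adjusted p = 0.22) in limma. Averaged over 5, 8 and 10 weeks its log2 fold change was -0.74 (standard error 0.19, adjusted p = 0.071). Stat3 was lower in every KO library than in every K5-cre library at 2 to 3 weeks and at 5 weeks. At 8 weeks the second KO-D library, with 38.7 FPKM, was above 1 of the 2 K5-cre libraries, and at 10 weeks the first KO-D library, with 26.3 FPKM, was above the second K5-cre library with 24.1.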

We performed time-course RNA-sequencing (RNA-seq) analysis and defined differentially expressed genes (DEGs) based on the criteria of ≥1.2-fold change and a false discovery rate <0.05. 

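With limma's adjusted p under 0.05 and a change of at least 1.2-fold, KO libraries at 2 weeks differed from K5-cre libraries at 3 weeks in 574 of 14428 genes, 410 higher and 164 lower in KO (n = 4 and 2). At 5, 8 and 10 weeks the DEGs numbered 17, 41 and 91. The contrast averaged over these 3 ages gave 179, 78 higher and 101 lower. Replicates with the same number did not deviate together: over 12 pairs of groups the correlation across genes of their deviations ran from -0.36 to 0.35. With the replicate number as a block, the counts were 494 at 2 to 3 weeks, 9, 30 and 59 at 5, 8 and 10 weeks, and 128 for the average. Of the alternatives, unadjusted p-values under 0.05 moved the count at 2 to 3 weeks most, to 3478 genes. With 1 of the 4 KO libraries of that age left out, that count ran from 382 to 995. The median log2 fold change of all tested genes was 0.16 at 2 to 3 weeks, so that changes there are relative to a small rise of most genes.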

Based on these DEG profiles over time, the DEGs in the analysis of mixed background mice were divided into several clusters. 

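Comparisons of the groups within each age gave 3213 genes with an unadjusted p under 0.05 among K5-cre, KO-H and KO-D at 5, 8 or 10 weeks, from the F test of limma, and 2890 with the replicate block. At an adjusted p under 0.05 the count was 268, so that many of the 3213 clustered genes may differ by chance. Ward clustering of their group means into 2 clusters put 1627 genes with most HF keratins and 1586 genes apart from them. On the scale of each gene's SD over the 9 groups, the mean of the cluster with the HF keratins was -0.18, -0.37 and -0.28 in K5-cre at 5, 8 and 10 weeks, -0.84, -0.00 and 0.39 in KO-H, and -0.31, 0.96 and 0.64 in KO-D. Among the genes past the threshold averaged over these ages, 28 were higher in every KO library than in every K5-cre library of the same age. AA465934 had the largest log2 fold change of these, 3.19 (standard error 0.16, adjusted p = 2.1e-08 in limma), with 82.8 FPKM in KO and 7.98 in K5-cre. It was followed by Krt13 with 10.3 FPKM in KO and 0.302 in K5-cre and by Pctp with 27.6 FPKM in KO and 4.12 in K5-cre. Tgfa and Gjb6 came next, with log2 fold changes of 1.60 and 1.53. The 5 largest falls among the 38 genes lower in every KO library were those of Il1f10 (-2.34), Gm13177 (-1.97), Fabp3 (-1.78), Gm525 (-1.69) and a RIKEN cDNA gene (-1.45).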

Cluster I contained 311 DEGs that were highly expressed in KO-H and KO-D mice (**Figure 2A**). In contrast, cluster II was the largest cluster, containing 1181 DEGs exhibiting higher mRNA levels in the KO-D than in the KO-H and Control K5-cre mice. These DEGs contained several inflammatory genes associated with Toll-like receptor (TLR) -NFκB pathways (**Figure 2A**). 

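Between KO-D and KO-H (n = 2 each per age), no gene passed the threshold at 2 or 5 weeks, where 1020 and 969 genes had an unadjusted p under 0.05 and a change of at least 1.2-fold. At 8 weeks 67 genes passed, 22 of them higher in KO-D, and at 10 weeks 38, 4 of them higher. The average over 5, 8 and 10 weeks gave 122 DEGs, 44 higher and 78 lower in KO-D. With the replicate block these counts were 0 at 2 and 5 weeks, 48 at 8 weeks, 11 at 10 weeks and 78 for the average. A fit of the 5, 8 and 10 week libraries alone gave 41 DEGs for the average. Against K5-cre, averaged over the same ages, KO-D had 478 DEGs and KO-H 40. Whether these numbers differ was not tested.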

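The 12 TLR–NFκB genes of Figure 2A were Ccl8, Il1b, Cxcl2, Nfkbia, Il1f6, Clec4d, Arg1, Ccl3, Ccl4, Nfkb2, Nfil3 and Nfkbiz. All 12 had a higher mean in KO-D than in KO-H over 5, 8 and 10 weeks, with log2 fold changes from 0.37 to 2.69. The paper took these genes from a cluster that was higher in KO-D in the same time course, so their direction is not an independent result. None passed limma's adjusted p under 0.05, with or without the replicate block, and 9 had an unadjusted p under 0.05. When each animal label's mean over the ages was tested instead, 8 passed. Those means depend on the KO-D labels, which could be exchanged at 8 weeks. For Il1b the log2 fold change was 2.61 (standard error 0.94, adjusted p = 0.22), and for Cxcl2 2.69 (standard error 0.82, adjusted p = 0.14). Il1b and Cxcl2 were highest in 2 libraries. Il1b had 390.3 FPKM in the second KO-D library at 8 weeks and 256 in the first at 10 weeks, but 2.11 and 9.78 in the other KO-D libraries of these ages. Cxcl2 had 153 and 98.8 FPKM in the same 2 libraries, against 0.505 and 7.96 in the other KO-D libraries. In the second KO-D library at 10 weeks both were above every KO-H and K5-cre library of that age. Il1f6 was high in both KO-D libraries at 8 weeks, with 56.4 and 51.7 FPKM against 17.0 and 16.7 in KO-H. At 5 weeks Il1b and Cxcl2 were below 1 FPKM in every KO-D library.

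**Figure D1:**
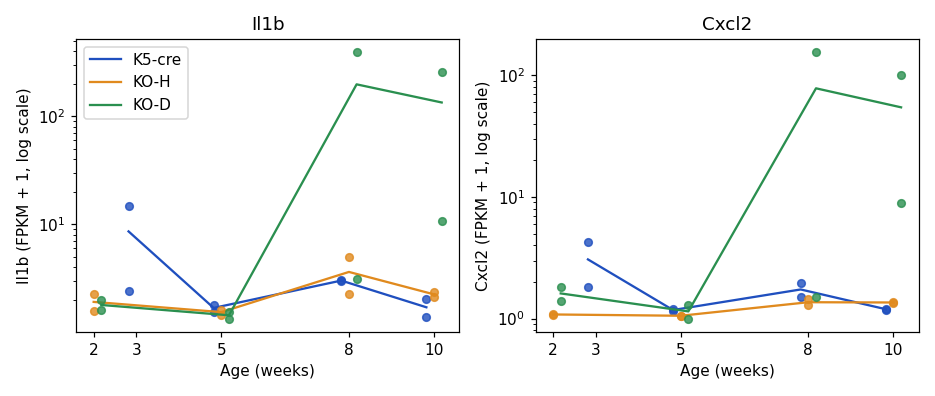
Il1b and Cxcl2 in FPKM + 1 on a log axis against age in weeks, for K5-cre, KO-H and KO-D. Points are libraries and lines join the means of 2 libraries. The second KO-D library at 8 weeks and the first at 10 weeks are above every other library for both genes.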

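Of the clustered genes, 74 had a keratin (Krt) or keratin-associated protein (Krtap) symbol, and 68 of these were in the cluster that held most of the HF keratins. This cluster held 19 of the 21 HF keratins that varied. With Ward's method in its older form and with 3 clusters, it held 68 and 67 such genes. Of the TLR–NFκB genes that varied, Il1b, Cxcl2, Il1f6 and Nfkbiz were in it as well. No replicate block applies to a clustering of group means.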

In the present study, we focused on gene cluster I, which contained 82 keratin-related genes, to investigate the role of STAT3 in disease onset (**Figure 2A**).

**Figure 2:**
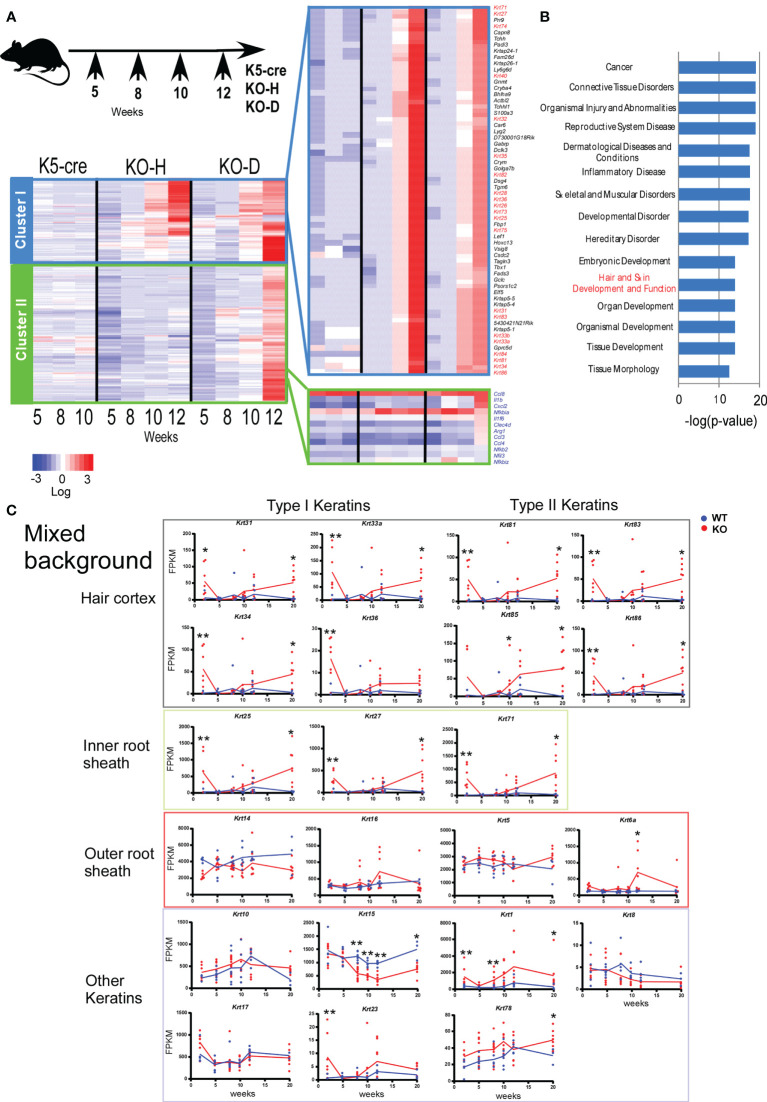
Clustering of gene expression profiles of ear skin from K5-cre and *Stat3* ^ΔK5^ mice. **(A)** *Stat3* ^ΔK5^ mice were divided into two groups based on disease onset as follows: healthy with no dermatitis until 20 weeks (KO-H) and disease onset mice (KO-D) (top). Total RNA was isolated from the ears of individual mice, specifically K5-cre (n=2), KO-H (n=5), and KO-D (n=6), at 5, 8, 10, and 12 weeks of age and analyzed by RNA-seq. The 2,064 differentially expressed genes (DEGs) in control and *Stat3*-deficient cells (p<0.05, FPKM>2.0) were extracted by comparing the expression values among the K5-cre, KO-H, and KO-D groups at each indicated week, and clustering analysis was performed using Ward’s method based on the chronological change. The gene groups belonging to the two clusters were determined by gene expression changes over time. Finally, expression values of the genes in each cluster were aligned in the graph for visualization as heat maps. Keratin genes are indicated with red. Genes associated with Toll-like receptor (TLR) –NF-κB pathways are indicated with blue. **(B)** The top 15 ranking pathways in the Ingenuity Pathway Analysis (IPA) of DEGs in cluster I are shown with p-values. **(C)** The expression profiles of hair follicle (HF)-specific or other keratin genes in the ear skin of mixed background WT (n=7) or *Stat3* ^ΔK5^ (KO, n=7) mice bred under specific pathogen-free (SPF) conditions. The blue and red lines indicate means for WT and KO, respectively. *p < 0.05, **p < 0.01.

**Figure 3:**
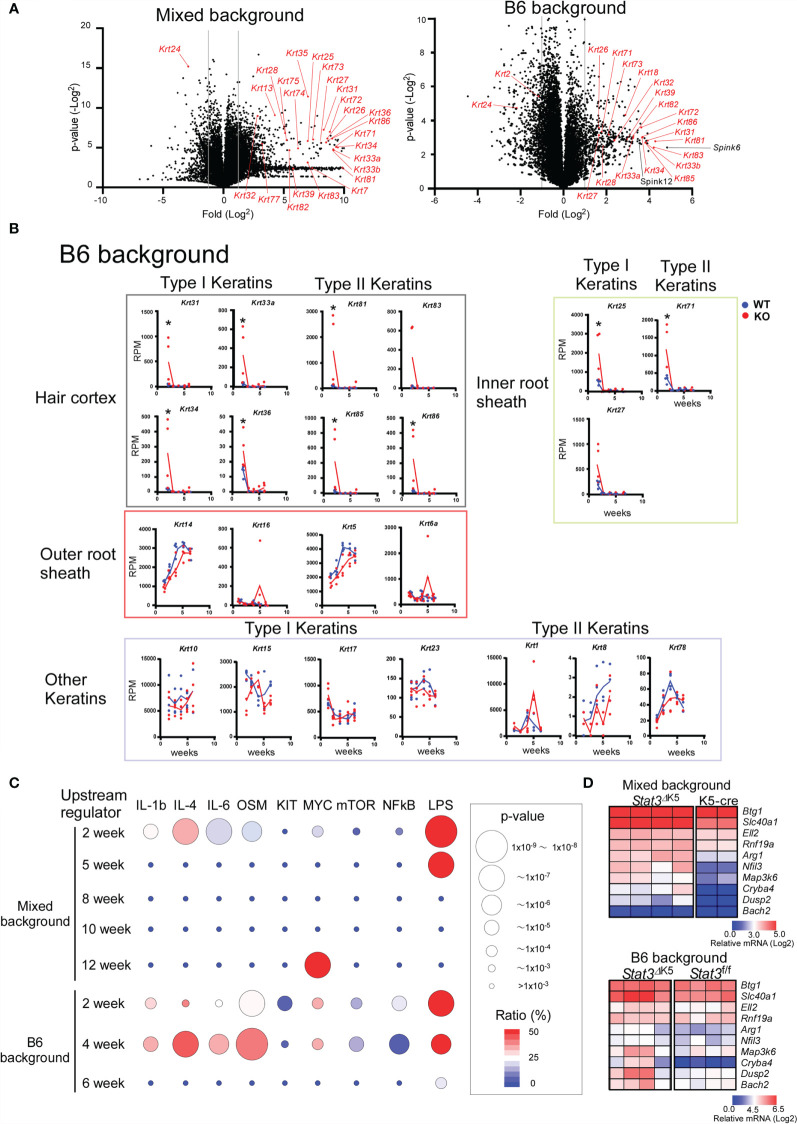
Transition of gene expression of hair follicle (HF)-specific keratins in ear skin from *Stat3* ^ΔK5^ mice. **(A)** Volcano plots showing changes in gene expression due to *Stat3* deficiency in skin of 2-weeks-old mixed (left) or B6 background (right) mice. Keratin genes are indicated with red. **(B)** The expression profiles of HF- and non-HF keratins in the ear skin of B6 background *Stat3* ^f/f^ (WT, n=4) or *Stat3* ^ΔK5^ (KO, n=4) mice bred under specific pathogen-free (SPF) conditions. The blue and red lines indicate means for WT and KO, respectively. **(C)** The results of upstream analysis of differentially expressed genes (DEGs) of mixed or B6 mouse ear skin samples at indicated weeks of age using Ingenuity Pathway Analysis (IPA) are shown by p-values and gene coverage ratios for IL-1b, IL-4, IL-6, oncostatin M (OSM), c-Kit (KIT), c-Myc (MYC), mechanistic target of rapamycin kinase (mTOR), nuclear factor-kappa B (NFkB), and lipopolysaccharide (LPS) as upstream regulators. **(D)** Heatmaps show the expression patterns of genes shown to be under the control of LPS by the upstream analysis **(C)** in the skin of 2-week-old mixed background (top) and B6 background (bottom) *Stat3* deficient (n=4) and sufficient (mixed background, n=4; B6 background, n=2) mice. *p<0.05.

Gene ontogeny by Ingenuity Pathway Analysis (IPA) of the cluster I DEGs indicated that *Stat3* deficiency in keratinocytes is associated with tissue and organ development and tissue morphology, including hair and skin development and function (**Figure 2B**). 

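In the comparison of KO at 2 weeks with K5-cre at 3 weeks, 21 of 22 HF keratins passed the threshold, all higher in KO, and 21 did with the replicate block. These were the type I keratins Krt25, Krt26, Krt27, Krt28, Krt31, Krt32, Krt33a, Krt33b, Krt34, Krt35, Krt36, Krt39 and Krt40 and the type II keratins Krt71, Krt73, Krt74, Krt75, Krt81, Krt82, Krt83 and Krt86. Krt71 had 497 ± 253 (SD, n = 4) FPKM in KO and 0.768 ± 0.300 (SD, n = 2) in K5-cre, a log2 fold change of 8.03 (standard error 1.16, adjusted p = 6.1e-04) in limma. Krt25 had 403 ± 168 (SD, n = 4) FPKM in KO and 3.20 ± 0.153 (SD, n = 2) in K5-cre (6.51 on the log2 scale). Krt31 had 37.8 ± 25.5 (SD, n = 4) FPKM in KO and 0.103 ± 0.0100 (SD, n = 2) in K5-cre (4.91). Only Krt84 did not pass, with 15.8 ± 10.4 (SD, n = 4) and 11.5 ± 7.87 (SD, n = 2) FPKM and a log2 fold change of 0.41. The genes with the largest rises that separated every KO library from every K5-cre library were the keratin-associated protein genes Krtap8-1 (8.29) and Krtap7-1 (7.74), Krt71, and Gm6381 (7.87) and Gm10228 (7.44). The largest falls were those of Gm11390 (-4.66), Ear5 (-4.42), Abpa (-3.76), Gm13177 (-3.48) and Defb14 (-3.40). Keratin-associated protein genes and HF keratins come in families of similar sequence, whose reads the counting can split.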

Interestingly, these keratin genes contained several HF-specific keratins, namely type I (*Krt25-28, 31-36*, and *39-40*) and type II (*Krt71*, *73-75, 81-84*, and *86*) (**Figure 2A**). 

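Mean log2(FPKM + 1) of the 22 HF keratins was 5.11 ± 0.60 (SD, n = 4) in KO at 2 weeks and 0.67 ± 0.06 (SD, n = 2) in K5-cre at 3 weeks, a difference of 4.44. At 5 weeks it was 0.62 ± 0.11 in KO and 2.55 ± 0.14 in K5-cre, so that KO was lower by 1.93. All 22 HF keratins were lower in KO at this age, and 14 passed as lower in a fit of the 5-week libraries alone. In the fit of all ages none passed limma's threshold, and 18 had an unadjusted p under 0.05. At 8 weeks the means were 0.99 ± 0.64 and 1.25 ± 1.11, a difference within the spread of the libraries. None of the 22 passed, and 1 had an unadjusted p under 0.05. At 10 weeks they were 3.50 ± 1.62 and 1.84 ± 0.67. There, 2 HF keratins passed, and 1 did with the replicate block. The KO-H mean at 10 weeks was 4.69 and the KO-D mean 2.30, and 10 HF keratins passed between KO-H and K5-cre. Between KO-D and K5-cre none passed and none had an unadjusted p under 0.05, with a mean difference of 0.46. Between KO-D and KO-H 2 passed, both lower in KO-D. The libraries at 10 weeks also differed in skeletal muscle genes. Their mean log2 value was 0.989 to 1.29 in both KO-H and the first KO-D library, where HF keratins were highest. It was 4.65 to 5.71 in the second KO-D and both K5-cre libraries. Tissue content of the ear is thus not separated from these differences at 10 weeks. At 2 weeks KO libraries had high HF keratins with muscle values of 5.10 to 6.12. Exact two-sided permutation tests of the 4 KO against the 2 K5-cre libraries gave p = 0.13 at 2 to 3 weeks and p = 0.13 at 5 weeks, the smallest that this design allows when the two-sided p is 2 times the smaller one-sided p, and p = 0.93 and 0.4 at 8 and 10 weeks. The replicate block left these mean differences unchanged, since both numbers are present in each group. With the 10 HF keratins of Figure 2C that were analysed here, the differences at 2 to 3, 5, 8 and 10 weeks were 5.65, -2.59, -0.41 and 2.11.

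**Figure D2:**
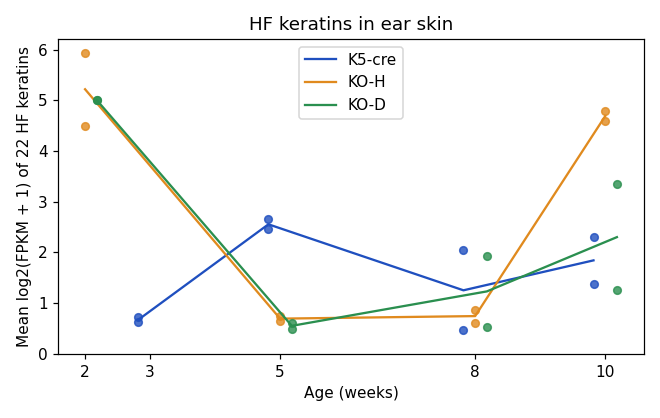
Mean log2(FPKM + 1) of the 22 HF keratins against age in weeks, for K5-cre, KO-H and KO-D. Points are libraries and lines join the means of 2 libraries. KO libraries are high at 2 weeks and below K5-cre at 5 weeks, and KO-H is high again at 10 weeks.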

The HF-keratin genes were highly expressed only in 2–3-week-old KO mice and reduced to the levels observed in control mice at 5 to 10 weeks. Interestingly, the expression of these genes was again increased in mixed KO-D mice after 12 weeks (**Figure 2C**). A similar oscillating expression pattern for the HF-keratin genes was found in the B6 KO mice, although the increase was more prominent in the mixed mice (**Figures 3A, B**). 

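Krt14 had 2399 ± 383 (SD, n = 4) FPKM in KO at 2 weeks and 4739 ± 77.7 (SD, n = 2) in K5-cre at 3 weeks. Every KO library was below both K5-cre libraries, and the log2 fold change was -0.996 (standard error 0.29, adjusted p = 0.073) in limma, not past the threshold. Averaged over 5, 8 and 10 weeks it was -0.38 (standard error 0.17, adjusted p = 0.28). Krt6a had 285 ± 67.5 (SD, n = 4) FPKM in KO at 2 weeks and 151 ± 8.98 (SD, n = 2) in K5-cre at 3 weeks, with log2 fold changes of 0.88 (standard error 0.54, adjusted p = 0.29) there and 0.21 (standard error 0.31, adjusted p = 0.74) in the average. Neither was past the threshold.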

Other epithelial keratins, such as *Krt14* and *Krt6*, expressed in the outer root sheath of HFs but not in hair epithelial cells, were normally expressed (**Figures 2C**, **3B**). Notably, gene expression of *Krt15*, a marker gene for HF stem cells (28), at 2 weeks of age was similar between KO and WT mice of both genetic backgrounds (**Figures 2C** and **3B**). These results indicate that *Stat3* deficiency in epithelial cells leads to the dysregulation of HF-keratin genes involved in epithelial regeneration. 

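Krt15 had 1590.3 ± 72.2 (SD, n = 4) FPKM in KO at 2 weeks and 1226 ± 294 (SD, n = 2) in K5-cre at 3 weeks. This is a log2 fold change of 0.40 (standard error 0.22, adjusted p = 0.26) in limma, while the median gene rose by 0.16. At 8 weeks its log2 fold change was -1.14 (standard error 0.22, adjusted p = 0.039), past the threshold, and at 5 weeks 0.18 (standard error 0.22, adjusted p = 1).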

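From 2 to 5 weeks the mean of the 22 HF keratins fell by 4.49 ± 0.55 (SD, n = 4 animal labels) on the log2 scale in KO. From 3 to 5 weeks it rose by 1.88 ± 0.20 (SD, n = 2) in K5-cre. The difference between these changes was -6.37 (exact two-sided permutation test of the 6 animal labels, p = 0.13, 2 times the one-sided p, the smallest that 4 against 2 allow). It was the same with the replicate block. Gene by gene, limma's test of the difference between the KO effects at 2 to 3 weeks and at 5 weeks passed for 21 of the 22 HF keratins. The paper takes its results as a sign of dysregulated HF keratin genes. They include the high level of HF keratins in infant KO skin, their fall to the level of controls, and Krt14, Krt6 and Krt15, described as normal or similar. They also include the rise after 12 weeks in KO-D and the course in B6 mice, which were not analysed here. The 1-week difference in age between the youngest KO and K5-cre libraries is part of every value at 2 to 3 weeks.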

An analysis of upstream regulators in the positive transcriptome from the skin of mixed and B6-background mice using IPA indicated STAT3-related inflammatory cytokines, including IL-6 and oncostatin M (OSM) (**Figure 3C**). Notably, lipopolysaccharide (LPS) was shown to be an upstream signal of DEGs that were upregulated in the infant skin of KO mice (**Figures 3C, D**). 

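Of the LPS-regulated genes of Figure 3D, 9 were above the filter in the ear skin of mixed mice, and all 9 had a higher mean in KO at 2 weeks than in K5-cre at 3 weeks. The paper took them from DEGs that were higher in infant KO skin, so this direction follows from their choice. Of the 12 TLR–NFκB genes of Figure 2A, 9 had a lower mean in KO at this age. The mean log2 fold change of the 12 was -0.50. Their mean log2 value was 3.62 in the first K5-cre library and 2.74 in the second, against 2.56 to 2.83 in KO. The lower mean thus rests on the first K5-cre library, since the second lay within the range of KO. Of the LPS-regulated genes, 5 passed the threshold: Cryba4, Nfil3, Dusp2, Slc40a1 and Btg1. The count was 4 with the replicate block and, with the FPKM total of the library as a covariate, an alternative chosen after seeing the data, 2. The log2 fold change of Slc40a1 was 1.15 (standard error 0.17, adjusted p = 6.1e-04) and that of Btg1 0.51 (standard error 0.13, adjusted p = 0.04) in limma. Cryba4 rose by 2.49 on the log2 scale. Rnf19a, Ell2, Map3k6 and Arg1 did not pass, and the log2 fold change of Rnf19a was 0.38 (standard error 0.16, adjusted p = 0.17). The upstream analysis of DEGs from which the paper takes these genes was not repeated here.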

To investigate the effect of STAT3 signaling on TLR signaling, we applied TLR agonists, LPS or lipoteichoic acid (LTA), to the skin of KO mice and examined the expression of genes downstream of TLR signaling. We found that the treatment of LPS increased the expression of *Cxcl2*, which is a TLR signal target gene in the skin of 6-week-old B6 KO mice (**Figure 4A**). Furthermore, the other genes downstream of TLR signaling, including *Ccl3*, *Ccl4*, *Ccl8*, *Clec4d*, *Il1b*, *Il1f6*, and *Nfkbia* tended to be upregulated by LPS and LTA stimulation in the skin of B6 KO mice (**Figure 4A**).

**Figure 4:**
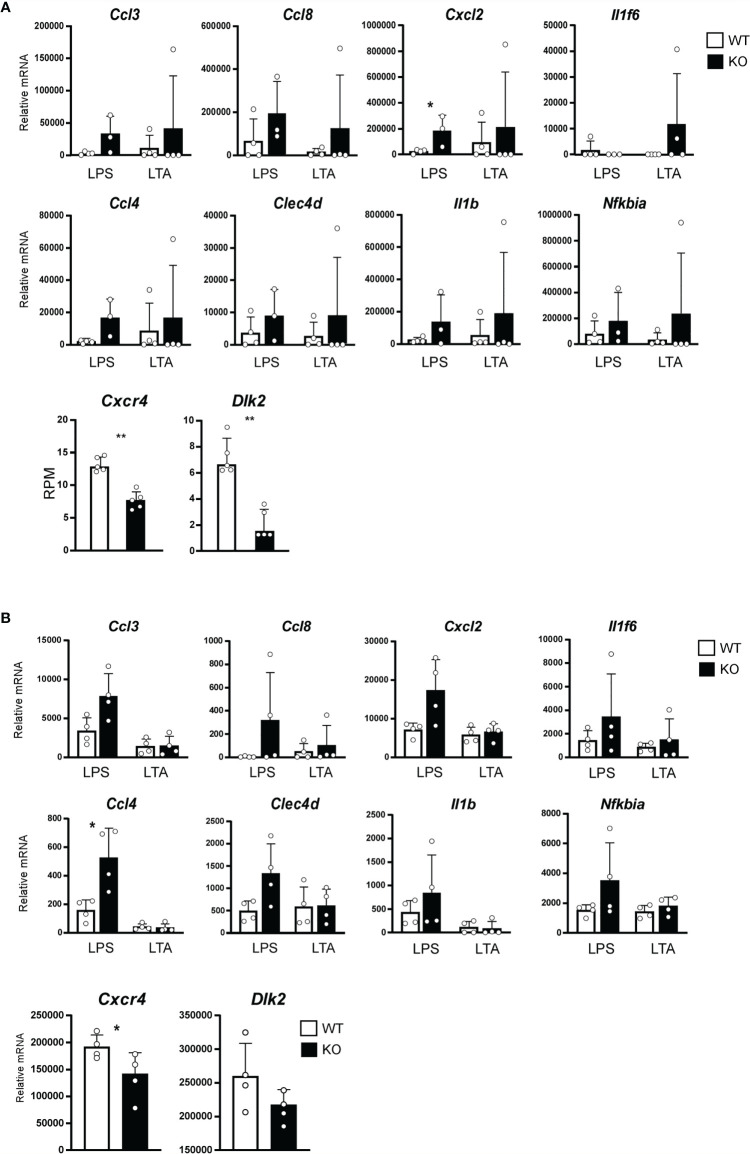
Expression of Toll-like receptor (TLR) target genes affected by the STAT3 signaling. **(A)** Ears of 6-week-old WT (white bars) or B6 background *Stat3* ^f/f^ K5-cre (KO, black bars) mice were treated with 10 mg of lipopolysaccharide (LPS) or lipoteichoic acid (LTA) continuously once a day for 10 days. Relative expression of mRNA of indicated genes that were regulated by TLR signaling was determined by a RT-qPCR (n=4, top and middle line). Total RNA were isolated from skin of 2-week-old B6 background *Stat3* ^f/f^ (WT, white bars) or *Stat3* ^f/f^ K5-cre (KO, black bars) mice, and relative mRNA expression of *Cxcr4* and *Dlk2* genes was determined by a RNA-seq (n=5, bottom line). **(B)** Keratinocytes isolated from neonatal B6 background *Stat3* ^f/f^ (WT, white bars) or *Stat3* ^f/f^ K5-cre (KO, black bars) mice were treated with 10 µg/ml of LPS or LTA for 24 hr. Relative expression of mRNA of indicated genes that were regulated by TLR signaling was determined by a RT-qPCR (n=4, top and middle line). Relative expression of mRNA of *Cxcr4* and *Dlk2* genes in keratinocytes isolated from neonatal B6 background *Stat3* ^f/f^ (WT, white bars) or *Stat3* ^f/f^ K5-cre (KO, black bars) mice was determined by a RT-q-PCR (n=4, bottom line). *p<0.05, **p<0.01.

To investigate how STAT3 signaling affects TLR signaling, we analyzed RNA-seq data from the skin of 2-week-old B6 KO mice. We found that STAT3 signaling increased the expression of *Dlk2* and *Cxcr4*, which are known as inhibitors of TLR signal (**Figure 4A**) (29, 30). Similar changes of gene expression were found in keratinocytes isolated from neonatal B6 KO mice stimulated with LPS or LTA *in vitro* (**Figure 4B**). These results indicate that STAT3 signaling negatively regulates TLR-mediated inflammatory responses in infant skin.

### The Skin Microorganism Composition in the Infant Period Determines the Onset of Dermatitis

Folliculitis is a skin disorder commonly observed in patients with HIES, and HF dysbiosis is associated with inflammation (31–33). However, it remains unclear how STAT3 regulates skin immune homeostasis. We speculated that a bacterial component induces STAT3 activation associated with skin homeostasis and disease onset. To examine the effect of the bacterial components in the feeding period, we compared disease onset between germ-free (GF) and SPF mice. The same litters of *Stat3* ^ΔK5^ mice were born and maintained in GF conditions by 4 weeks of age, after which half of the mice were transferred to SPF conditions and the other half were maintained under GF conditions. The SPF group consistently developed dermatitis, whereas the GF group had a lower disease incidence (**Figure 5A**, left). Interestingly, disease onset in the SPF group that had been transferred from GF conditions was significantly delayed compared to that in the SPF mice (**Figure 5A**, right).

**Figure 5:**
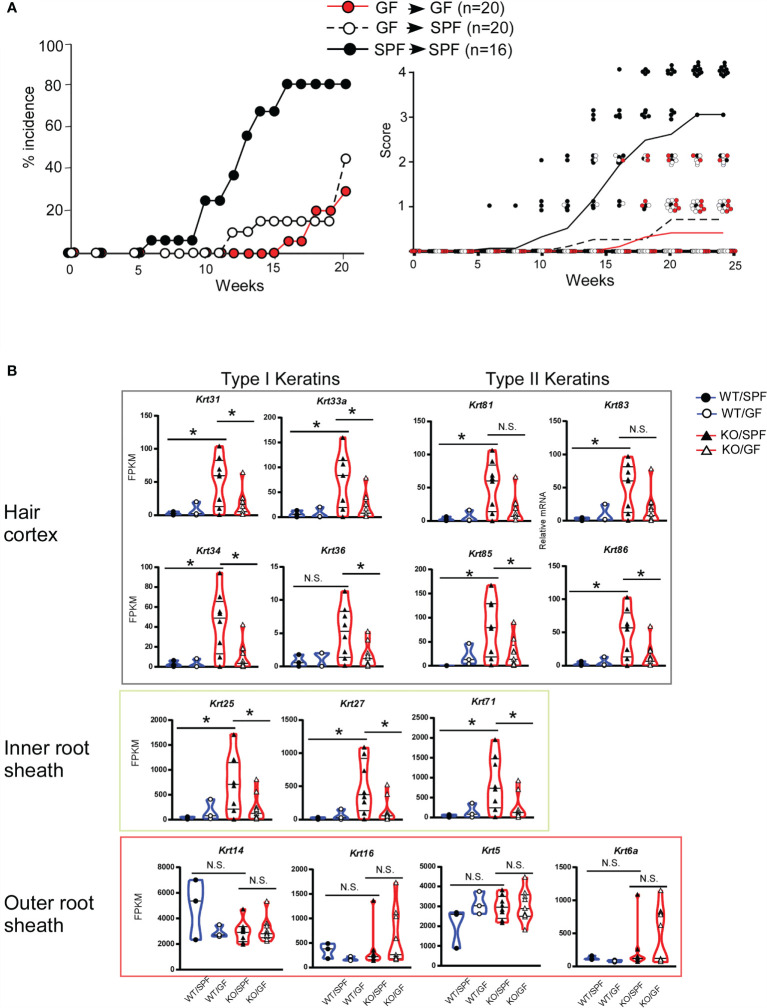
Gene expression profiles of hair follicle (HF)-specific keratin in ear skin from *Stat3* ^ΔK5^ mice in germ-free (GF) conditions. **(A)** The effect of changing the breeding environment on dermatitis onset was evaluated under specific-pathogen free (SPF) and GF conditions. Mixed background *Stat3* ^ΔK5^ (KO) mice born in GF conditions were divided into two groups at 4 weeks of age and maintained in either SPF (white dots) or GF (red dots) conditions. Black dots show data from KO mice raised in SPF conditions for life. The data indicate the percent incidence of dermatitis at the indicated weeks of age (left). The clinical scores for GF (red dots and line, n=20), GF-SPF (white dots and black dotted line, n=20), or SPF (black dots and solid line, n=16) conditions were analyzed in mixed-background *Stat3* ^ΔK5^ mice at the indicated time points (right). Lines indicate means of clinical scores in each group. **(B)** The expression profiles of HF-specific keratins in the ear skin of 20-week-old WT (circles) or KO (triangles) mice raised on SPF or GF conditions. The blue and red lines in the violin plots indicate WT and KO, respectively, and closed and open marks indicate SPF and GF, respectively. *p<0.05, N.S. indicates not significant.

We then compared the expression levels of HF-related keratin genes in mice under SPF and GF conditions. The expression levels of keratin genes in the *Stat3* ^ΔK5^ skin were markedly increased in mice under SPF conditions but not in GF conditions (**Figure 5B**). The same expression pattern of HF-keratin genes in mice under GF-to-SPF conditions was observed in *Stat3*-sufficient skin. These results indicate that the microorganism composition in infant skin determines the lifetime onset of dermatitis through the STAT3-mediated regulation of HF-related keratin genes.

### *Stat3* Deficiency in the Skin Leads to the Dysregulation of Epidermal Development

The dermatitis onset observed in *Stat3* ^ΔK5^ skin depended on the dysregulation of HF-keratin gene expression. Thus, we next investigated how the defect in STAT3 signaling impacts the skin structure that leads to dermatitis. 

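In the RNA-seq libraries of mixed mice, Krt1 had 689.6 ± 1.01 (SD, n = 2) FPKM in KO-D at 2 weeks and 318 ± 80.8 (SD, n = 2) in K5-cre at 3 weeks. The log2 fold change was 1.14 (standard error 0.62, adjusted p = 0.19) in limma, not past the threshold. At 8 weeks the values were 2376 ± 467 (SD, n = 2) and 110.2 ± 96.3 (SD, n = 2) FPKM. Averaged over 5, 8 and 10 weeks the log2 fold change of Krt1 was 2.86 (standard error 0.36, adjusted p = 7.3e-04). Krt1 was also higher in KO-D than in KO-H over these ages, by 2.22 (standard error 0.36, adjusted p = 0.011). Krt14 had 2095 ± 70.4 (SD, n = 2) FPKM in KO-D at 2 weeks, a log2 fold change of -1.18 (standard error 0.33, adjusted p = 0.063) from K5-cre at 3 weeks, not past the threshold. Over 5, 8 and 10 weeks it was -0.27 (standard error 0.19, adjusted p = 0.4).

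**Figure D3:**
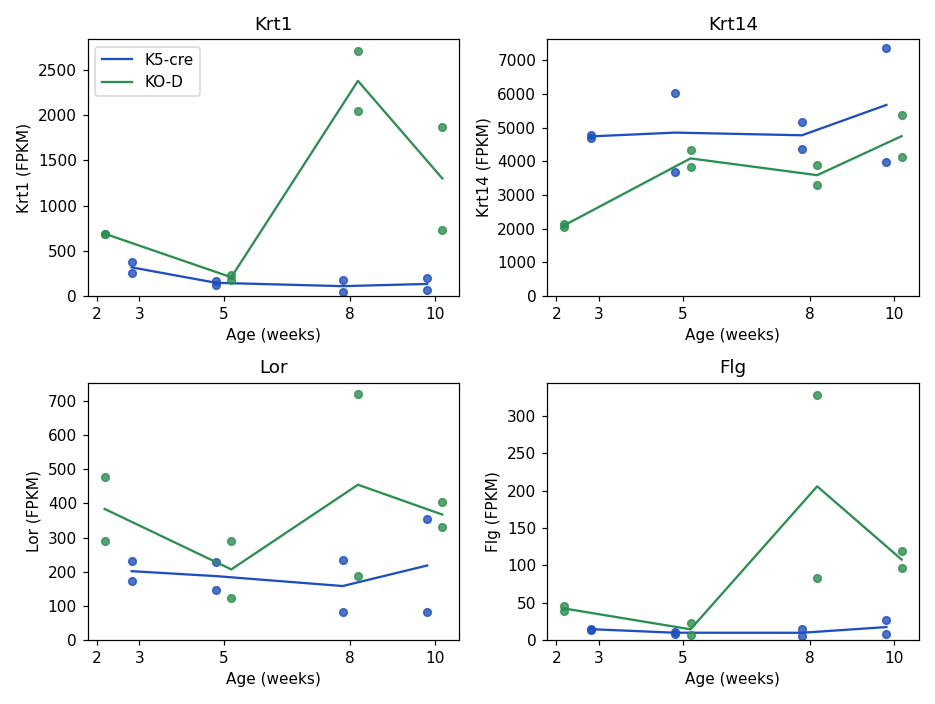
Krt1, Krt14, Lor and Flg in FPKM against age in weeks, for K5-cre and KO-D. Points are libraries and lines join the means of 2 libraries. Krt1 and Flg are higher in KO-D than in K5-cre at 2 to 3, 8 and 10 weeks and closer together at 5 weeks.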

*Stat3-*deficient skin showed higher mRNA expression of *Krt1* than that in *Stat3*-sufficient mice of the same age, whereas a marker of the stratum basale, *Krt14*, was downregulated (**Figures 6A, B**). 

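Lor had 384 ± 134 (SD, n = 2) FPKM in KO-D at 2 weeks and 201.5 ± 42.7 (SD, n = 2) in K5-cre at 3 weeks, a log2 fold change of 0.90 (standard error 0.70, adjusted p = 0.35) in limma. Over 5, 8 and 10 weeks the log2 fold change of Lor was 0.85 (standard error 0.41, adjusted p = 0.23), not past the threshold. Flg had 42.1 ± 5.12 (SD, n = 2) FPKM in KO-D at 2 weeks and 14.3 ± 0.931 (SD, n = 2) in K5-cre at 3 weeks, a log2 fold change of 1.49 (standard error 0.67, adjusted p = 0.14). Over 5, 8 and 10 weeks it was 2.40 (standard error 0.39, adjusted p = 0.0055), and 1.83 (standard error 0.39, adjusted p = 0.04) against KO-H. At 5 weeks Flg was 14.2 ± 11.7 (SD, n = 2) FPKM in KO-D and 9.59 ± 1.83 (SD, n = 2) in K5-cre, which does not separate the groups.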

*Lor* and *Flg* expression in the stratum granulosum was upregulated in *Stat3-*deficient skin, possibly due to compensatory barrier dysfunction (**Figures 6A, B**). Next, we measured transepidermal water loss (TEWL), which represents the evaporation rate of water from the dermal skin, in the skin of KO mice to directly investigate the role of STAT3 signaling in maintaining skin barrier function. The results showed an elevation in the TEWL value, which indicates an increase in water evaporation from the dermis, indicating that *Stat3* signaling is necessary to maintain the barrier function of the skin (**Figure 6C**).

**Figure 6:**
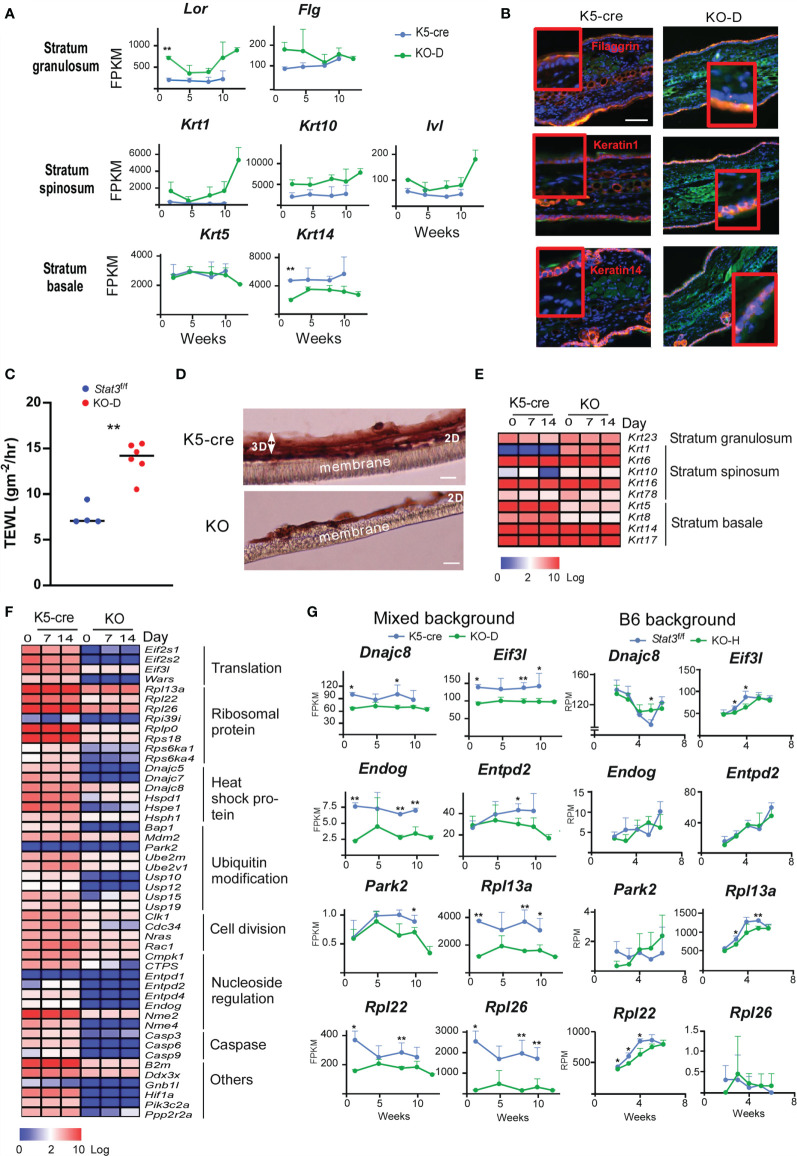
Dysregulation of epidermal development in *in vitro* cultured *Stat3* ^ΔK5^ keratinocytes. **(A)** Time-dependent changes in *in vivo* mRNA expression of *Lor*, *Flg*, *Krt1*, *Krt10*, *Ivl*, *Krt5*, and *Krt14* are shown as lines for K5-cre (blue), and KO-D (green) mice. **(B)** Histological distribution of keratin 1 and 14, and filaggrin protein in ear skin of WT and KO-D mice. Green and blue colors show Ki-67 expression and nuclei, respectively. **(C)** Transepidermal water loss (TEWL) from the ear of mixed background *Stat3^f/f^* (n=4) or *Stat3* ^ΔK5^ (n=5) mice was measured at 16 weeks of age. **(D)** Hematoxylin and eosin staining of 3D-cultured keratinocytes (day 14). Keratinocytes were isolated from mixed background *Stat3*-sufficient (K5-cre) or deficient (KO) newborn mice. After 3 days of culture in liquid medium (2D-culture), keratinocytes were induced to undergo 3D skin structure formation by exposing the apical layer to air, and cells were cultured for another 7 or 14 days. **(E)** Heatmap depicting *in vitro* keratin gene expression in 2D (day 0) and 3D (day 7 and 14) cultures. **(F)** Heatmap depicting *in vitro* cell proliferation-related gene expression in 2D (day 0) and 3D (day 7 and 14) cultures. **(G)** Time-dependent changes in gene expression of *Dnajc8*, *Eif3l*, *Endog*, *Entpd2*, *Park2*, *Rpl13a*, *Rpl22*, and *Rpl26* in the ear skin of mixed background (left) or B6 background (right) *Stat3*-sufficient (K5-cre for mixed background, *Stat3* ^f/f^ for B6 background) and deficient (KO) mice are shown as lines for *Stat3*-sufficient (blue, n=4) and *Stat3*-deficient (KO, green, n=4) mice. Scale bar = 100 μm. *p<0.05, **p<0.01.

To further understand the role of STAT3 in epidermis formation, we established a three-dimensional (3D) skin culture system using primary keratinocytes obtained from newborn skin. The *Stat3* ^ΔK5^ keratinocytes had a normal two-dimensional layer but exhibited growth retardation in the 3D phase (**Figure 6D**). RNA-Seq analyses indicated that the mRNA expression of *Krt1* and *Krt10* genes expressed in stratum spinosum was increased in *Stat3* ^ΔK5^ keratinocytes *in vitro* (**Figure 6E**), which is consistent with the *in vivo* results, despite that changes in the mRNA expression of *Krt5* and *Krt14* in the stratum basale differed between *in vivo* and *in vitro*. To prove the possibility that an imbalance of paired keratins influences skin structure, we examined how the forced expression of *Krt1* or *Krt10*, which forms a dimer, affects morphological change and cell survival in epithelial cells. The results indicated that imbalance in keratin dimer expression leads to defect in skin structure and cell survival (**Supplementary Figure S1**). Furthermore, the mRNA expression of the initiation components of eukaryotic translation, EIF3L, 60S ribosomal subunits, RPL13a, 22, and 26, HSP40 family proteins, and DNAJC 8 were downregulated both *in vivo* and *in vitro* in *Stat3* ^ΔK5^ keratinocytes (**Figures 6F, G**). These results indicate that STAT3 is essential for protein synthesis and metabolic pathways in keratinocyte differentiation (34, 35). Therefore, we speculate that a defect in STAT3 significantly impacts skin structure and barrier function *via* the dysregulation of epithelial regeneration.

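In vivo, in KO-D ear skin, the log2 fold changes of Rpl13a, Rpl22, Rpl26, Eif3l and Dnajc8 from K5-cre averaged over 5, 8 and 10 weeks were -0.35, -0.29, -0.42, -0.23 and -0.19. All 5 were negative, none passed limma's adjusted p under 0.05, and 0 had an unadjusted p under 0.05. Rpl26 fell most, with a standard error of 0.22 and an adjusted p of 0.28. At 2 weeks, against K5-cre at 3 weeks, the log2 fold changes ran from -1.28 to -0.42, and 3 of the 5 had an unadjusted p under 0.05. At 5 weeks they ran from -0.22 to 0.01. At 8 weeks all 5 were lower in KO-D, from -0.84 to -0.33, 2 of them with an unadjusted p under 0.05, and at 10 weeks all 5 were lower, from -0.28 to -0.09. Rpl26 had 979 ± 39.3 (SD, n = 2) FPKM in KO-D at 2 weeks and 2398 ± 502 (SD, n = 2) in K5-cre at 3 weeks. In KO-H its log2 fold change over 5, 8 and 10 weeks was -0.13. The median log2 fold change of the 90 tested ribosomal protein genes over 5, 8 and 10 weeks was -0.30, and that of other genes matched to them on transcript length and FPKM was -0.18. Fig. 6G also shows Endog, Entpd2 and Park2, of which Park2 was below the filter. Of its 7 tested genes, 6 were lower in KO-D in the average and 1 was higher. Their log2 fold changes ran from -0.51 to 0.10, and 1 had an unadjusted p under 0.05 in limma. At 5 weeks 4 of the 7 were higher, the largest by 0.51, and 1 of these 4 had an unadjusted p under 0.05. The values of the in vitro cultures were not analysed here.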

## Discussion

The present study indicates that STAT3-dependent gene expression in keratinocytes plays an essential role in regulating skin homeostasis. STAT3 signaling in skin epithelial cells is critical for controlling the expression of HF-specific keratin genes in infant skin. The excess expression of HF-specific keratin genes depends on the presence of skin microorganisms, indicating that the STAT3 signaling activated by skin microorganisms plays a crucial role in regulating the expression of HF-specific keratin genes. The excess expression of HF-specific keratin genes during the infant period was correlated with skin barrier dysfunction and the development of dermatitis, suggesting that STAT3 signaling in infant skin is crucial for maintaining skin barrier homeostasis to prevent dermatitis.

We demonstrated that skin-specific *Stat3* deficiency caused oscillating expression of HF-specific type I and type II keratin genes in early life stages. These results suggest that the polymerization of keratin is impaired in the process of heterodimer formation mediated by the pairing of type I and type II keratin proteins. This altreated expression is closely associated with increased rates of water evaporation and dermatitis development, suggesting the importance of epithelial homeostasis and maintenance of the skin barrier. We demonstrated that the forced expression of *Krt1* or *Krt10*, which forms a dimer, affects viability of skin epithelial cells, suggesting that Keratin gene expression, balanced by STAT3 signaling, is important for cell survival (**Supplementary Figure S1**). Consistent with our results, transgenic expression of Keratin 8 or 16 proteins has been reported to cause hyperkeratotic and developmental defects (36, 37). Further, mutations in hair keratins or hair follicle-specific epithelial keratins (Krt 81, 83, and 86) cause skin disorders, including epidermolytic hyperkeratosis and ichthyosis bullosa of siemens (38).

STAT3 signaling has been reported to contribute to epithelial differentiation, proliferation, and carcinogenesis (39–41). The loss of function of STAT3 in keratinocytes increases the number of apoptotic HFSCs and impairs epidermis regeneration and the hair cycle process (19, 23). Meanwhile, gain of function increases HFSCs and progenitor cells above the bulge region (24). These observations support our notion that STAT3 signaling is an essential epithelial component that negatively controls type I and type II keratin expression to maintain skin homeostasis and barrier formation. However, further investigation is necessary to elucidate how the dysregulation of HF-specific keratin genes impacts dermal structure and barrier functions.

Interestingly, the transient increase in HF-specific keratin only occurred in SPF conditions but not in GF conditions, suggesting that bacterial components control the STAT3-mediated transient keratin expression in the skin. **Figure 3C** shows the transient activation of TLR signals at 2–5 weeks of age. In patients with scarring alopecia, apoptosis of bulge HFSCs is linked to decreased expression of *Krt15*, a key marker for bulge stem cells (42, 43). Dysbiosis occurring in the *Sox9*-expressing tissue specific deficiency of ADAM17 results in disrupted HF development (44), indicating the importance of commensal bacteria in HF homeostasis. Therefore, it is reasonable to speculate that the interplay between STAT3 signaling and commensal bacteria-derived TLR signaling might contribute to type I and type II HF-specific keratin expression during the infant stage. This transient increase in HF-specific keratin might impact the skin barrier function and microbiome later in life. In fact, skin-specific *Stat3*-deficient mice showing a transient increase in keratin gene expression exhibit TLR-mediated NF-κB activation followed by dermatitis onset. Thus, the interplay between STAT3 signaling and commensal bacteria might affect penetration of the skin barrier and the susceptibility of immune responses to invading microbes.

It is unclear why the loss of STAT3 signaling causes abnormal keratin expression only in infant skin. Since most patients with atopic dermatitis develop the disease in early childhood and show symptom relief as they grow up, STAT3 signaling may play a particularly important role as a defense against bacteria in the immature skin immune environment of early childhood. Further studies are needed to verify the role of STAT3 in infant skin.

This report found that STAT3 signaling negatively regulates the expression of genes controlled by the TLR pathway in skin epithelial cells. Crosstalk between JAK/STAT and TLR pathways has been suggested in several reports (45–47).　In the case of macrophages, STAT3 has been reported to be a negative regulator for TLR4 signaling (47). Therefore, we concluded that STAT3 signaling plays a role in negatively regulating the inflammatory genes downstream of the TLR pathway in skin epithelial cells. Penetration of skin commensal bacteria increases the risk of the susceptibility of inflammatory responses to invading microbes. Therefore, it is assumed that the STAT3-mediated negative regulation may effectively prevent excessive inflammatory responses in the neonatal period. Further studies are needed to elucidate the molecular mechanism of how STAT3 influences the TLR pathway as the specific negative regulator. However, this is a critical aspect of controlling skin homeostasis, preventing inflammatory responses.

Taken together, this study indicated that STAT3 signaling in infant skin is essential for the maintenance of healthy skin homeostasis and regulates the HF development that is disturbed by resident skin microorganisms to maintain the integrity of skin barrier functions. Therefore, we conclude that STAT3 signaling in skin epithelial cells plays an essential role in skin homeostasis. These results suggest the potential of antimicrobial therapy in preventing the disruption of skin homeostasis caused by STAT3 signaling failure.

## Methods

### Mice

The generation of K5-cre and *Stat3* ^f/f^ mice has been previously described (16, 20). The mixed background of *Stat3* ^f/f^ K5-cre mice was maintained by intercrossing to maintain the 129 genetic background (KO). *Stat3* ^f/f^ K5-cre mice with a B6 background were generated by backcrossing with B6 mice for 12 generations (B6-KO). All mice used in this study were maintained under SPF or GF conditions as indicated, and animal care was performed in accordance with the guidelines of the RIKEN Yokohama Institute.

### Antibodies

Rabbit anti-Filaggrin (905804), rabbit anti-Keratin-1 (905204), rabbit anti- Keratin-14 (905304), and rat anti-Ki-67 (11F6, 151202) antibodies were purchased from BioLegend (San Diego, CA, USA). Donkey anti-rabbit IgG Cy3 (Jackson ImmunoResearch, West Grove, PA) and goat anti-rat IgG Alexa Fluor 488 (Life Technologies, Carlsbad, CA) were used as secondary antibodies for immunohistochemistry.

### Histology and Immunohistochemistry

Frozen skin sections were fixed with acetone. After blocking with 3% BSA/PBS for 30 min, the sections were incubated with primary antibodies in 1% BSA/PBS for 30 min at room temperature. The sections were washed with 0.05% tween20 in PBS and incubated with secondary antibodies in 1% BSA/PBS for 30 min at room temperature. After washing the sections with PBS for 5 min, they were mounted using Mountant Permafluor (Thermo Fisher Scientific, Waltham, MA, USA). Images were acquired using a Keyence BZ-X700 (Keyence, Osaka, Japan). For hematoxylin and eosin staining, frozen sections of ear skin or layered keratinocytes on the membrane were fixed with 4% PFA in PBS and stained with hematoxylin and eosin (Muto Chemical, Tokyo, Japan). Images were acquired with a Keyence BZ-X700 (Keyence).

### Generation and Analysis of Dynamic Gene Expression Profiles

Total RNA was isolated with TRIzol (Thermo Fisher Scientific) from mouse ears obtained at different time points, specifically 2–3, 5, 8, 10, and 12 weeks of age, and kinetic RNA sequence analysis was carried out. cDNA was synthesized using an NEBNext Ultra RNA Library Prep Kit for Illumina (NEB Biolabs, Inc., Ipswich, MA, USA) according to the manufacturer’s instructions. Sequencing data were obtained using the HiSeq 1000 system (Illumina, San Diego, CA, USA), which reads a 50 bp sequence (single-end 50 bp pair reads). Hierarchical clustering and heat mapping of data were performed with MeV (48). Data were analyzed with Strand NGS (Strand Genomics, San Francisco, CA, USA) and IPA (Ingenuity, Redwood City, CA) (49). RNA-Seq reads were first aligned to the mouse genome (mm9) using ‘TopHat2’ (50). The raw gene counts were then normalized and expressed as frequency per kilobase per million mapped reads (FPKM) for 20,628 genes annotated in the reference genome database.

### 3′ mRNA-Seq Analysis

Total RNA was isolated with TRIzol from mouse ears obtained at different time points, specifically 2, 3, 4, 5, and 6 weeks of age, and kinetic RNA sequence analysis was carried out. The Lexogen QuantSeq 3′ mRNA-seq library prep kit (Lexogen GmbH, Vienna, Austria) was used with 10 ng of total RNA from the ear skin. Sequencing data were obtained using the HiSeq 1000 system, which reads a 50 bp sequence (single-end 50-base pair reads). Sequenced reads were trimmed for adaptor sequences, masked for low-complexity or low-quality sequences, and then mapped to the whole mouse genome using STAR 2.7.0c with the mouse genome (mm10 GRCm38.p6 ENSEMBL GTF: GRCm38.97 ENSEMBL). Raw gene counts were normalized and expressed as reads per million mapped reads (RPM).

### BioMark HD Gene Expression System

Total RNA was isolated with TRIzol from ear samples, and reverse transcription and pre-amplification were performed with Reverse Transcription Master Mix and Preamp Master Mix (Fluidigm, South San Francisco, CA, USA), respectively. Quantitative real-time PCR was carried out in the Dynamic Arrays integrated fluidic circuit of a BioMarkHD system (Fluidigm) with specific primer pairs as indicated in **Supplementary Table T1**.

### RT-q-PCR

Total RNA was isolated with TRIzol from keratinocytes, and reverse transcription and pre-amplification were performed with Superscript III reverse transcriptase (Thermo Fisher Scientific). Quantitative real-time PCR was carried out using SYBR Premix Ex Taq II (Takara Bio Inc, Shiga, Japan) with specific primer pairs as indicated in **Supplementary Table T1**.

### cDNA Cloning and Plasmid Construction

Total RNA was isolated from the back skin of 8-week-old female C57BL6/J mice using an RNeasy Fibrous Kit (Qiagen, Hilden, Germany). First-strand cDNA was prepared from total RNA by Superscript II reverse transcriptase (Thermo Fisher Scientific). The DNA fragment encoding the open reading frame of mouse keratin 1 or mouse keratin 10 were amplified from mouse back skin cDNA by PCR using following primer sets (keratin 1, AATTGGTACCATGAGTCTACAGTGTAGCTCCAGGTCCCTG/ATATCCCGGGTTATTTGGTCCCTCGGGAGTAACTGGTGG; keratin 10, AATT-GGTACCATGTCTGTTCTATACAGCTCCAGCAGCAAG/ATATGATATC-TTAGTATCTTGGTCCTTTAGATGATTGGTC) primers. The purified PCR product was digested with KpnI and SmaI and subcloned into the pmCherry-c1 vector was purchased from Takara Bio Inc. (Shiga, Japan).

### TWEL Analysis

TWEL was measured in the ears of 16-week-old mice using a VAPO SCAN (ASCH JAPAN, Tokyo, Japan). Five measurements were taken, and the mean of the three medians was used as the measurement value.

### 3D Epidermal Cell Culture

Primary keratinocytes were obtained from the epidermis isolated from neonatal mice. The epidermis was separated from the dermis following overnight incubation at 4°C in 5 mg/mL dispase (Roche, Basel, Switzerland) in CnT-PCT medium (CELLnTEC, Advanced Cell Systems AG, Bern, Switzerland). Keratinocytes were suspended using TrypLE (CELLnTEC) and seeded on Millicell PCF inserts (Millipore, Billerica, MA) in a 60 mm cell culture dish containing CnT-PCT medium. After 3 days of culture in a humidified incubator at 37°C with 5% CO_2_, the CnT-PCT medium was replaced with 3D Prime differentiation medium (CELLnTEC) and keratinocytes were cultured for 16 h at 37°C with 5% CO_2_. To initiate 3D structure formation, the medium inside the insert was removed, and keratinocytes were maintained by changing the outside medium every 3 days. After 7 or 14 days of culture, cells were harvested and RNA was extracted using an RNAeasy Mini Kit (Qiagen, Hilden, Germany) for RNA-seq analysis.

### Bioinformatics Analysis

For clustering, 2,064 DEGs (p<0.05, FKPM>2.0) were extracted by comparing the expression values at each week. The analysis was implemented by Ward’s method for hierarchical clustering based on Pearson’s correlation coefficient with the function ‘heatmap.2’ in R software (R version 3.2.2, R Core Team (2017), R Foundation for Statistical Computing, Vienna, Austria). The heatmap was normalized using z-scores. Upstream molecules were predicted by upstream analysis of IPA (Ingenuity, Redwood City, CA, USA).

### Statistical Analysis

Unless otherwise stated, all statistical analyses were performed using the Mann-Whitney test.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE86071, GSE185340, and GSE185585.

## Ethics Statement

The animal study was reviewed and approved by RIKEN Yokohama Institute animal experimental committee.

## Author Contributions

MK designed and conceptualized the research and YS, KM, and HK performed mouse experiments. SK, KM, and OO performed transcriptome analysis. SK, TM, and KM performed immunohistostaining. MU, KI, RT, and MO-H performed bioinformatics analysis. WS, YI, and KH performed microbiological analysis. TM and KM performed *in vitro* experiments using keratinocytes. KM and MK prepared the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Essential Role of STAT3 Signaling in Hair Follicle Homeostasis
**Source:** Front Immunol. 2021 Nov 11;12:663177. doi: 10.3389/fimmu.2021.663177
**Supplement:** Supplementary Figure 1 — Keratinocytes were freshly isolated from neonatal B6 background mice, and were transfected by TransIT-Keratinocyte Transfection Reagent (Mirus Bio, Madison, WI, USA) with monomeric Cherry (as a control, white dots), Keratin 1-Cherry (black dots) or Keratin 10-Cherry (red dots) expression plasmids. Twenty-four hours after the transfection, picture of cells were obtained with a BZ-X800 microscopy system (Keyence). In the pictures on top, white arrow heads and black arrow heads indicate normal morphology keratinocytes and Keratin 1 or 10-Cherry expressing-rounding keratinocytes, respectively. Cell number of live or dead keratinocytes with or without Cherry fluoresces in a 30000 µm2 square field was counted (n=5 to 7) and shown in the dot plot on bottom. Bars indicates mean. **p<0.01.

Supplementary Figure S1

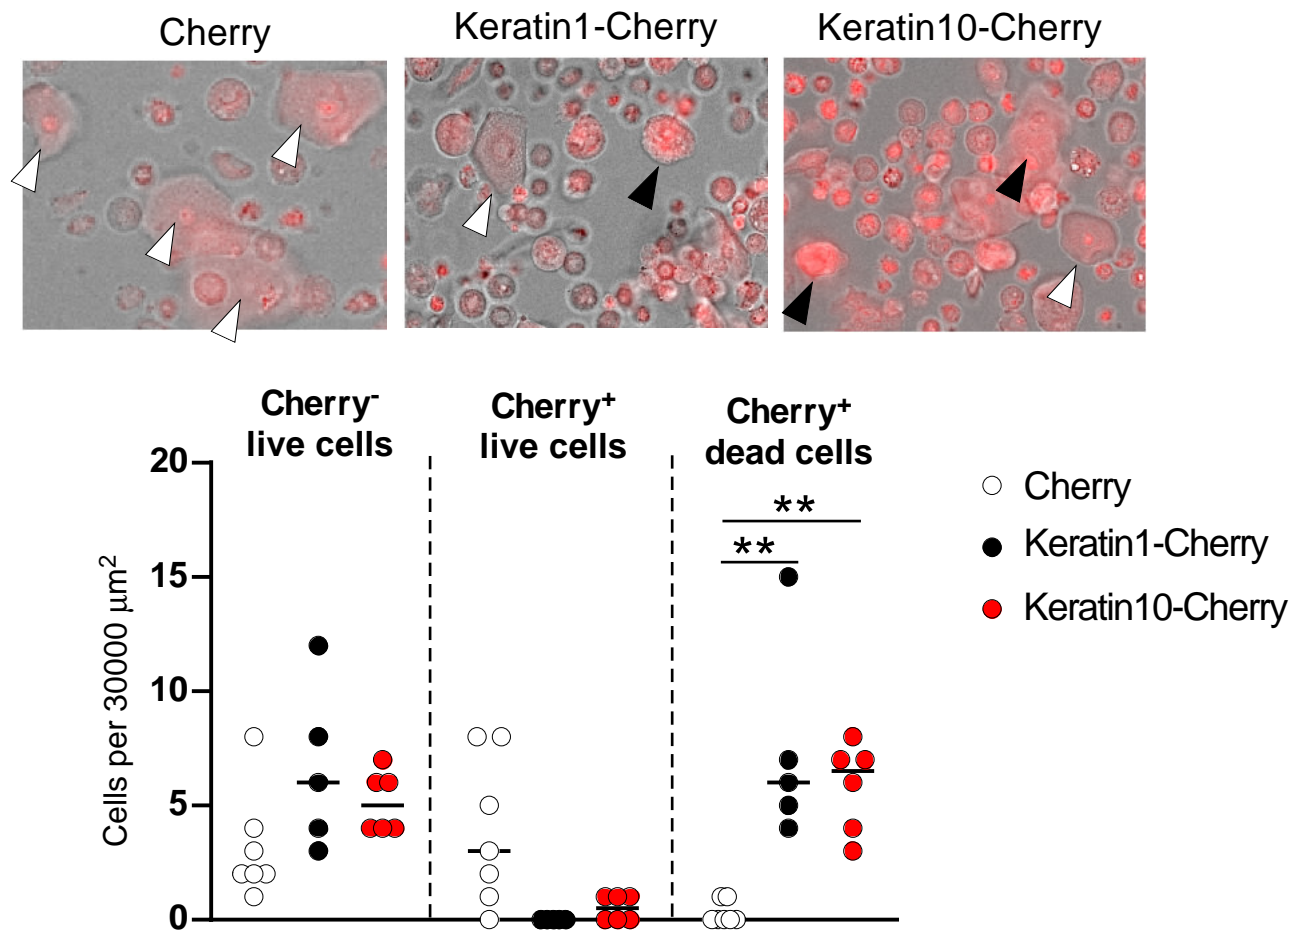

Supplementary Figure S2

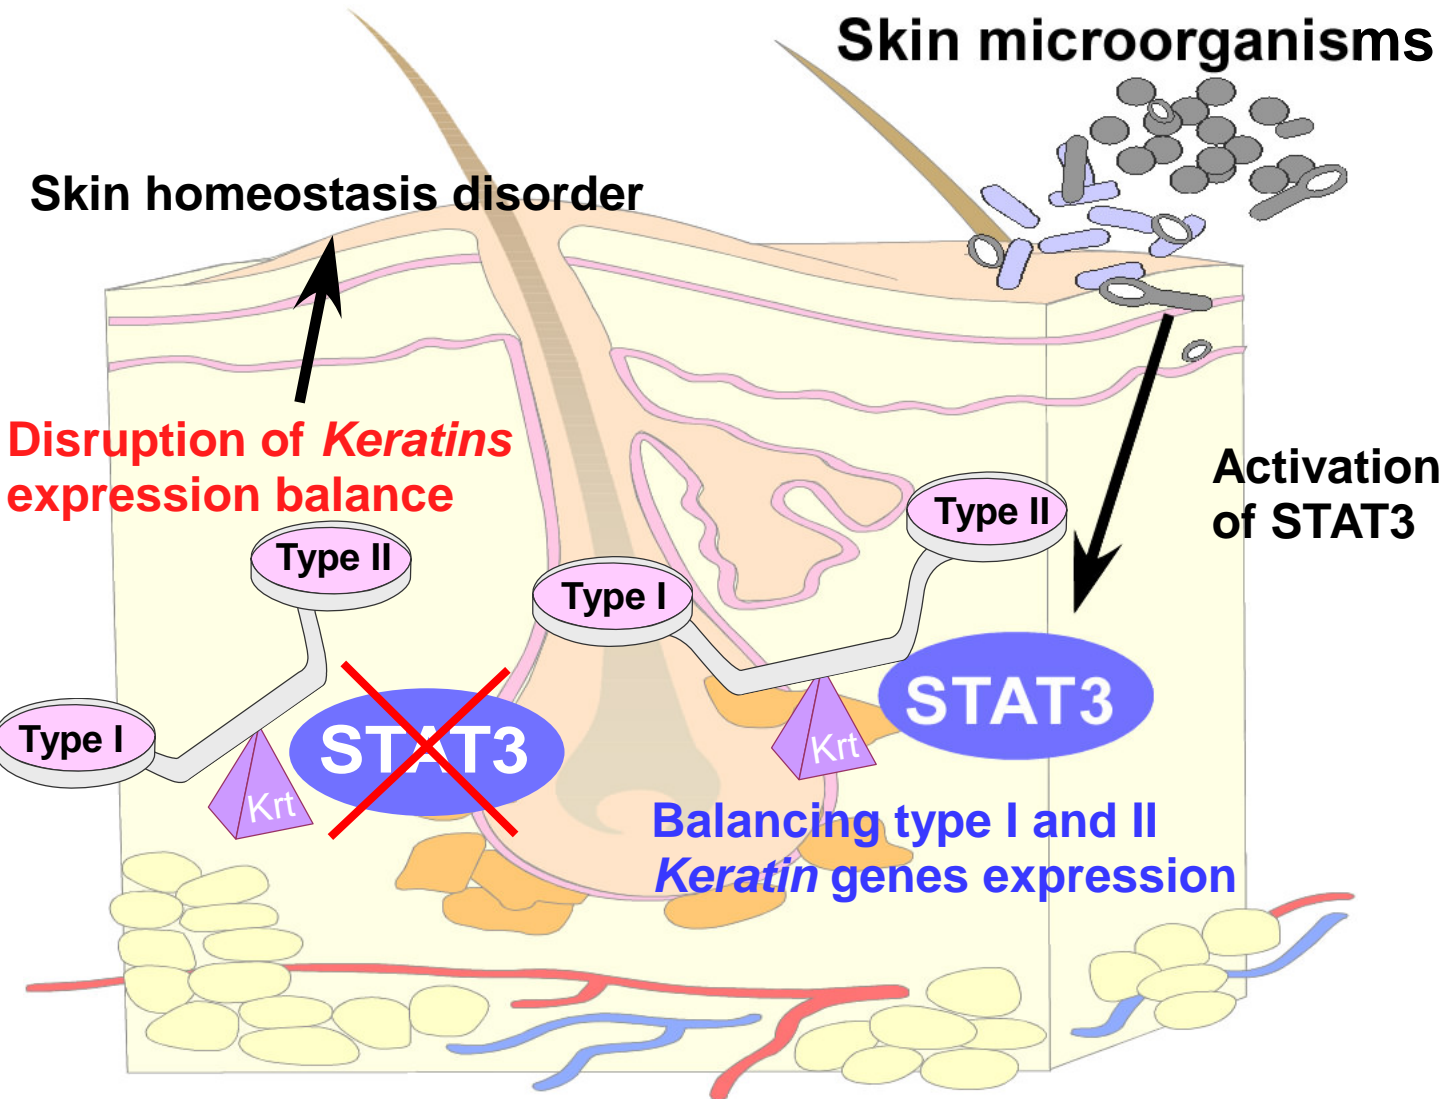

## Supplementary Table T1

| Gene symbol     | Forward                      | Reverse                      |
|-----------------|------------------------------|------------------------------|
| <i>Actb</i> :   | 5'-ccctaaggccaaccgtgaaa-3'   | 5'-agcctggatggctacgtaca-3'   |
| <i>Ccl3</i> :   | 5'-accatgacactctgcaacca-3'   | 5'-gaatcttccggctgtaggagaa-3' |
| <i>Ccl4</i> :   | 5'-ctgtgctccaggggttctca-3'   | 5'-agcaaagactgctgggtctca-3'  |
| <i>Ccl8</i> :   | 5'-aatatccagtgcctcatggaa-3'  | 5'-cacttctgtgtgggggtctaca-3' |
| <i>Clec4d</i> : | 5'-cacgagagtaacgtgcatcc-3'   | 5'-taacaggacagcaggtccaa-3'   |
| <i>Cxcl2</i> :  | 5'-cccctgggtcagaaaatcatcc-3' | 5'-tcctttccaggtcagttagcc-3'  |
| <i>Il1b</i> :   | 5'-tggcaactgttcctgaactca-3'  | 5'-gggtccgtcaactcaaagaac-3'  |
| <i>Il1f6</i> :  | 5'-tgtgtggatcctgcagaaca-3'   | 5'-attggcatgggagcaaggta-3'   |
| <i>Nfkbia</i> : | 5'-gagcgaggatgaggagagcta-3'  | 5'-ggcctccaaacacacagtca-3'   |
| <i>Cxcr4</i> :  | 5'-gactggcatagtcggcaatg-3'   | 5'-agaaggggagtgatgacaaa-3'   |
| <i>Dlk2</i> :   | 5'-gccctcaacttcacatgcc-3'    | 5'-cgcatcagacagtcgtccac-3'   |

How the deposited data were processed for this re-analysis (not part of the article)

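Ear skin RNA of mixed-background mice was sequenced by the authors, and 24 libraries were used here, 2 for each of KO-D, KO-H and K5-cre at each of 4 ages. The authors aligned the reads to mm9 with TopHat2 and deposited FPKM values for 25791 gene symbols, without counts. The methods name the NEBNext Ultra kit, whereas the sample labels name a TruSeq kit. The youngest KO libraries are from mice of 2 weeks and the youngest K5-cre libraries from mice of 3 weeks, as the labels give them. The same numbers were given to replicates in each group, and the labels do not state that they pair the mice. The label of a replicate, for example KO-D 1, recurs at each age and is called an animal label here.

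From the FPKM values, log2(FPKM + 1) was computed, and genes above 2 FPKM in at least 2 libraries were kept (14428 genes). Group means for each group and age were fitted with limma (version 3.58.1, R 4.3.3), with the trend option of its moderated test and Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p under 0.05 and a change of at least 1.2-fold, as in the article. In KO contrasts, KO is the mean of KO-D and KO-H. All groups shared one estimate of the spread. The mean of the HF keratins was compared by exact permutation of the libraries. Clustering used Ward's method on 1 minus Pearson's r of the group means of the genes that varied, as the article describes for its heat map. The computations outside limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

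The genes named in the text were chosen by a rule set before the data were examined: every gene the article names for mixed ear skin, and the 5 largest rises and 5 largest falls past the threshold for which every KO library lies beyond every K5-cre library of the same age, for the comparison at 2 to 3 weeks and for the average over 5, 8 and 10 weeks. Alternatives set at the same time were a pseudocount of 0.1, no filter or a filter on the mean, quantile normalization, rescaling each library to 1000000 (TPM scale), fits of the libraries of an age alone, a replicate block, the animal label as a random effect, means of each animal label, no trend, unadjusted p-values, a 2-fold change, other clusterings, and each replicate left out in turn. Counts of DEGs were made without each KO replicate only, since leaving out a K5-cre replicate leaves 1 control library at an age. A further 3 alternatives were added after the data were seen, namely the log2 FPKM total as a covariate, a crossed replicate block, and the random effect with KO-D labels exchanged at 8 weeks. The closing section gives their effect.

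The limma procedure was tested on simulated data with the real residual spread, in which 200 of 14428 genes were shifted by 2 on the log2 scale in KO. It recovered 87.0% of them at 2 to 3 weeks with 6 false calls and 97.0% in the average with 10 false calls. FPKM values keep no counts, so no interval for counting error is given. The depth of the libraries, known only relative to each other, was 0.766 to 1.65 times that of the first KO-D library at 2 weeks. With 2 libraries per group and age, exact permutation of 4 KO against 2 K5-cre libraries cannot give a two-sided p below 0.13, taken as 2 times the smaller one-sided p. The experiments on B6 mice, germ-free mice, 12-week-old mice and cultured keratinocytes, and the pathway analyses, were not analysed here. One of the HF keratins plotted in Figure 2C was not analysed here. Gene neighbours and transcript lengths were taken from GRCm38 annotation by symbol, and no coordinates are given because the files use mm9.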

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

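The tests of the hair cycle at 2 to 3 and 5 weeks, of library composition for the HF keratins, of exchanged labels and of other splits were chosen before their results were seen. Those of the 1-week difference in age, of persistence between animals, of the window around Stat3, of its chromosome and of muscle were chosen after seeing the values they bear on. For exchanged labels, persistence between animals and the chromosome of Stat3, the rule for reading the outcome was also revised after the values were known, and each reading changed with it. The earlier rules read the labels as exchanged, the animals as persistently different and the chromosome as standing out.

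The difference between KO and K5-cre in HF keratins depended on age. Limma's test of the difference between the KO effects passed for 21 of 22 HF keratins when 2 to 3 weeks was compared with 5 weeks, and for 5 when 10 weeks was compared with 5 weeks. The youngest KO libraries are 1 week younger than the youngest K5-cre libraries. Genes of early growth that are not follicle genes (11 tested, among them Igf2, Dlk1 and Mest) had a median log2 fold change of 1.14 at 2 to 3 weeks, at the 100.0 percentile of 10000 expression-matched random lists, 0.32 at 5 weeks (percentile 99.99), -0.42 at 8 weeks and -0.28 at 10 weeks. In the average over 5, 8 and 10 weeks it was -0.11 (percentile 2.1). These genes thus shift at ages without an age difference as well, but less. Part of the difference at 2 to 3 weeks may therefore be due to age. Regulators of the growing hair follicle that are not keratins (9 tested, among them Foxn1, Msx2 and Dlx3) had a median of 0.93 at 2 to 3 weeks, at percentile 99.98, so a shift in the hair cycle could be a source of the difference. At 5 weeks, where HF keratins were lower in KO, their median was 0.07 at percentile 88.7, and they did not follow the keratins. At 10 weeks it was 0.61 at percentile 99.98, and at 8 weeks 0.58 at percentile 99.73. Pigment genes of the follicle, such as Tyr and Dct, went the other way from the HF keratins at 2 to 3 and 5 weeks, with medians of -0.62 and 0.47. At 8 weeks, where the HF keratins did not separate, their median was -0.47, and at 10 weeks it was 0.02. Genes of a list move together, so the percentiles describe these libraries only. With the log2 FPKM total as a covariate, the mean HF keratin difference at 5 weeks was -1.87, against -1.93 without it. The covariate moved little at this age, also for the median gene, from -0.01 to 0.02. This test alone thus does not rule out library composition in another form. At 5 weeks the 2 K5-cre libraries had FPKM totals of 842541 and 640619 and ribosomal shares of 18.2% and 13.4%. Their HF keratin means were 2.46 and 2.65, against 0.49 to 0.75 in KO. The first KO-H library, with 840906 and 18.1%, had a mean of 0.64. These values argue against composition, in these 2 measures, as the source of the lower HF keratins at 5 weeks. Whether the loss of Stat3, the hair cycle or the age difference brings about the high HF keratins at 2 to 3 weeks cannot be told apart here.

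In the 4 KO libraries of an age, 8 of 112 tested values stood apart from the other 3 by Dixon's ratio of gap to range, where chance gives about 5.6. The ratio was 0.878 for the mean of the TLR–NFκB genes at 8 weeks, 0.967 for Cxcl2, 0.848 for Il1b and 0.965 for Cxcr4 at the same age, all high in the second KO-D library. Krt31 at 8 weeks (0.909) was highest in that library as well. Cxcr4 at 10 weeks (0.944) was high in the first KO-D library, and Cxcr4 at 5 weeks (0.883) was low in the second KO-H library. Krt25 at 2 weeks (0.955) was high in the second KO-H library. The Skint genes raise a candidate explanation for the change of replicate number between 8 and 10 weeks. Skint9 had 51.1 and 46.5 FPKM in the first KO-D library at 2 and 5 weeks, 21.5 in the second at 8 weeks and 68.8 in the first at 10 weeks, and below 1 FPKM in the other KO-D libraries. The KO-D labels could thus be exchanged at 8 weeks. Of the 11 other genes that differed the same way between the KO-D replicates at 2, 5 and 10 weeks, 63.6% were reversed at 8 weeks (95% Wilson interval 35.4% to 84.8%), too few genes to decide. In the same test of KO-D 6 of 9 were reversed at 10 weeks, 1 of 8 at 5 weeks and 1 of 6 at 2 weeks. In KO-H and K5-cre, such genes were reversed in the age left out in 61.5% of cases, with a 95% Wilson interval of 45.9% to 75.1% that holds 50%, so in these 2 groups such genes do not settle whether a replicate number follows 1 animal. The Skint genes were left out of this test and looked at after the data were seen. In K5-cre they kept to 1 label, with Skint9 above 40 FPKM in all 4 libraries of the second label and below 1 FPKM in all 4 of the first. They are the reason to suspect exchanged labels in KO-D. KO-D mice are those that develop dermatitis, and which mice had lesions when sampled is not given in the labels. Exchanged labels would leave the same KO-D values at 8 weeks, so for these values they bear on the change of replicate number only. They cannot account for a library that stands apart. Exchanged labels would also bear on every fit that uses the animal label or the replicate number. Onset of dermatitis in some animals cannot be told apart from other differences between single ears.

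Among the genes outside those the paper discusses, 5 with the largest rises were higher in every KO library than in every K5-cre library of the same age at 5, 8 and 10 weeks, with log2 fold changes of 3.19 for AA465934, 2.99 for Krt13, 2.36 for Pctp, 1.60 for Tgfa and 1.53 for Gjb6. AA465934, Krt13 and Pctp lie on chromosome 11, which also carries Stat3, and Krt13 is 24 tested genes away from it. Of the 5 largest falls, Gm525 and a RIKEN cDNA gene lie on this chromosome as well. A candidate explanation is strain sequence carried along with the floxed allele. The window of 100 tested genes on each side of Stat3 held 5 DEGs, and 12.3% of such windows in the genome held as many, so the window was not unusual. It leaves out Pctp and AA465934, which are 183 and 259 genes from Stat3, and so bears on nearby genes such as Krt13 only. Chromosome 11 ranked 1 of 20 chromosomes in genes separated at all 3 ages, with 11 of 1185 tested genes against 8 of 872 on chromosome 4, a margin too small to decide. Chromosome 11 held 18.6% of the separated genes and 8.71% of the tested genes. Strain sequence on this chromosome thus remains a possible source. Skeletal muscle in the dissected ear is another candidate source. The muscle genes Ckm, Acta1 and others had a mean log2 value from 0.989 in the first KO-D library at 10 weeks to 6.33 in the first K5-cre library at 8 weeks. With this score as a covariate the count of DEGs in the average fell from 179 to 61, and 5 of the 5 genes still passed, so muscle content may account for part of the other DEGs but leaves these 5. The muscle genes may themselves respond to the loss of Stat3 or to dermatitis, which this covariate cannot separate. Other splits of the 6 animal labels into 4 and 2, each in a fit with 2 groups per age, were compared with the split into KO and K5-cre. Of the 9 splits whose pair holds 1 of each replicate number, 2 gave at least the 39 DEGs of the real split, and the largest other count, 224, was that of both KO-D labels against the rest. The 6 splits with 2 labels of the same number gave at most 2. With 9 splits a share under 0.05 cannot be reached.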

How the results depend on the processing

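The alternatives were set before the data were examined, except those marked otherwise. The HF keratins past the threshold at 2 to 3 weeks stayed between 18 and 21 of 22 under every alternative run. The fall at 5 weeks depended on the fit. As lower in KO, 0 of 22 passed in the fit of all libraries, 1 with a pseudocount of 0.1, 14 in a fit of the 5-week libraries alone and 18 at an unadjusted p under 0.05, and none under the other alternatives. This count was made after the result at 5 weeks was seen. At 8 weeks 1 was lower at an unadjusted p under 0.05 and none otherwise. The mean HF keratin difference kept its sign at 2 to 3, 5 and 10 weeks under every alternative run, from 4.08 to 6.28, from -3.56 to -1.78 and from 1.13 to 2.17. The difference between its changes from 2 to 3 weeks to 5 weeks ran from -9.83 to -6.07. The HF keratins in the keratin cluster numbered 19 to 22. On the TPM scale the median log2 fold change of all tested genes at 2 to 3 weeks was 0.49, against 0.16 in FPKM, and -0.04 after quantile normalization, so that small rises and falls at this age move with the scaling.

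The counts of DEGs moved with many choices, and the cause was not tested. With the log2 FPKM total as a covariate (chosen after seeing the data), the count was 362 for KO vs K5-cre at 2 to 3 weeks (from 574), 40 for KO vs K5-cre at 5 weeks (from 17) and 98 for KO vs K5-cre at 8 weeks (from 41). In the same fits it was 203 for KO vs K5-cre at 10 weeks (from 91), 885 for KO vs K5-cre averaged (from 179) and 510 for KO-D vs KO-H at 8 weeks (from 67). It came to 113 for KO-D vs KO-H at 10 weeks (from 38), 634 for KO-D vs KO-H averaged (from 122) and 2 for LPS-regulated genes (from 5). Under it, the count was 1 for TLR–NFκB genes, KO-D vs KO-H averaged (from 0). At an unadjusted p under 0.05, the count was 3478 for KO vs K5-cre at 2 to 3 weeks (from 574), 955 for KO vs K5-cre at 5 weeks (from 17) and 1703 for KO vs K5-cre at 8 weeks (from 41). Under it, the count was 1031 for KO vs K5-cre at 10 weeks (from 91), 1909 for KO vs K5-cre averaged (from 179) and 1020 for KO-D vs KO-H at 2 weeks (from 0). In the same fits it was 969 for KO-D vs KO-H at 5 weeks (from 0), 1611 for KO-D vs KO-H at 8 weeks (from 67) and 1314 for KO-D vs KO-H at 10 weeks (from 38). It came to 1750 for KO-D vs KO-H averaged (from 122), 17 for HF keratins, KO vs K5-cre at 10 weeks (from 2) and 8 for LPS-regulated genes (from 5). Under it, the count was 9 for TLR–NFκB genes, KO-D vs KO-H averaged (from 0). With a filter on the mean FPKM, the count was 8 for KO vs K5-cre at 5 weeks (from 17), 50 for KO vs K5-cre at 10 weeks (from 91) and 22 for KO-D vs KO-H at 10 weeks (from 38). Besides, it was 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2). With the replicate block, the count was 9 for KO vs K5-cre at 5 weeks (from 17), 59 for KO vs K5-cre at 10 weeks (from 91) and 11 for KO-D vs KO-H at 10 weeks (from 38). It was also 78 for KO-D vs KO-H averaged (from 122) and 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2). With the animal label as a random effect, the count was 5 for KO vs K5-cre at 5 weeks (from 17), 21 for KO vs K5-cre at 8 weeks (from 41) and 55 for KO vs K5-cre at 10 weeks (from 91). There, it was 1439 for KO vs K5-cre averaged (from 179), 34 for KO-D vs KO-H at 8 weeks (from 67) and 2 for KO-D vs KO-H at 10 weeks (from 38). Besides, it was 1097 for KO-D vs KO-H averaged (from 122), 0 for HF keratins, KO vs K5-cre at 10 weeks (from 2) and 5 for TLR–NFκB genes, KO-D vs KO-H averaged (from 0). With a crossed replicate block (chosen after seeing the data), the count was 10 for KO vs K5-cre at 5 weeks (from 17), 25 for KO vs K5-cre at 8 weeks (from 41) and 11 for KO-D vs KO-H at 10 weeks (from 38). Under it, the count was 71 for KO-D vs KO-H averaged (from 122) and 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2). In fits of the libraries of an age alone, the count was 97 for KO vs K5-cre at 5 weeks (from 17), 7 for KO vs K5-cre at 8 weeks (from 41) and 5 for KO vs K5-cre at 10 weeks (from 91). In the same fits it was 71 for KO vs K5-cre averaged (from 179), 4 for KO-D vs KO-H at 2 weeks (from 0) and 2 for KO-D vs KO-H at 5 weeks (from 0). It came to 5 for KO-D vs KO-H at 8 weeks (from 67), 4 for KO-D vs KO-H at 10 weeks (from 38) and 41 for KO-D vs KO-H averaged (from 122). Under it, the count was 0 for HF keratins, KO vs K5-cre at 10 weeks (from 2). With quantile normalization, the count was 366 for KO vs K5-cre averaged (from 179), 139 for KO-D vs KO-H at 8 weeks (from 67) and 14 for KO-D vs KO-H at 10 weeks (from 38). Under it, the count was 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2). With the random effect and KO-D labels exchanged at 8 weeks (chosen after seeing the data), the count was 501 for KO vs K5-cre averaged (from 179), 401 for KO-D vs KO-H averaged (from 122) and 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2). With means of each animal label, the count was 313 for KO vs K5-cre averaged (from 179), 560 for KO-D vs KO-H averaged (from 122) and 8 for TLR–NFκB genes, KO-D vs KO-H averaged (from 0). At 2-fold or more, the count was 54 for KO vs K5-cre averaged (from 179) and 44 for KO-D vs KO-H averaged (from 122). Without a filter on low values, the count was 8 for KO-D vs KO-H at 2 weeks (from 0), 1 for HF keratins, KO vs K5-cre at 10 weeks (from 2) and 5187 for genes varying among the groups (from 3213). With a pseudocount of 0.1, the count was 19 for KO-D vs KO-H at 10 weeks (from 38) and 0 for HF keratins, KO vs K5-cre at 10 weeks (from 2). Without the trend option, the count was 59 for KO-D vs KO-H at 10 weeks (from 38). At an adjusted p under 0.05, the count was 268 for genes varying among the groups (from 3213).

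With 1 KO replicate left out, the ranges over these 4 fits were 382 to 995 for KO vs K5-cre at 2 to 3 weeks, 6 to 8 for KO vs K5-cre at 5 weeks and 15 to 232 for KO vs K5-cre at 8 weeks. They were 19 to 208 for KO vs K5-cre at 10 weeks, 34 to 394 for KO vs K5-cre averaged and 0 to 7 for HF keratins, KO vs K5-cre at 10 weeks. They ran from 2 to 5 for LPS-regulated genes and from -1.05 to 0.52 for HF keratin mean log2 fold change KO vs K5-cre at 8 weeks. The last range, which covers all 6 replicates left out in turn, includes a change of sign. Counts were not made without a K5-cre replicate, since 1 control library would be left at an age.

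Of the 804 values that the 56 log2 fold changes of named genes took under the alternatives, 42 counted as changed: 22 were weaker, 11 stronger and 8 moved by more than the spread between replicates when 1 of the 2 libraries of a group was left out. Dlk2 at 2 to 3 weeks reversed, from 0.31 to -0.25, with the log2 FPKM total as a covariate, and to -0.09 without K5-cre replicate 1, counted among those moved. Counted as unchanged, since they stayed within the spread between replicates, were 2 further changes of sign. Krt84 at 2 to 3 weeks was -0.28 without K5-cre replicate 2, from 0.41, and Rpl26 in KO-H over 5, 8 and 10 weeks was 0.06 without KO-H replicate 1, from -0.13. The cause was not tested. The consensus correlation of libraries with the same animal label was -0.22, and -0.11 with KO-D labels exchanged at 8 weeks. A negative correlation narrows the error of an average over ages, which goes with the larger counts of that fit.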

Differences from the paper's values

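The paper reports 2064 genes that differ among K5-cre, KO-H and KO-D, and 3213 were found here at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the filter on the mean FPKM (2859), the TPM scale (2947), the replicate block (2890), the animal label as a random effect (2999) and fits of each age alone (2151) came within 1.5 times of the paper's count. The pseudocount of 0.1 (3202), no filter (5187), quantile normalization (3524), no trend (3217) and adjusted p-values (268) did not. The paper's cluster I holds 311 genes, whereas the cluster with most HF keratins held 1627 here, and none of the alternatives set before the data were examined closed the gap. The genes were cut into 2 clusters here, or 3 as an alternative, while the paper speaks of several, and larger numbers were not run. The cluster here also held Il1b, Cxcl2, Il1f6 and Nfkbiz, which the paper places in cluster II. It is thus not a like counterpart of cluster I, and its size follows in part from the number of clusters. The paper's clustering included 12 weeks, which was not analysed here.

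The legend of Fig. 6A names KO-D, and that of Fig. 6G names KO without a split into KO-D and KO-H. Values of both figures, read by eye, were compared with the means of the 2 KO-D libraries, and some differed. Those of Krt14, Rpl22 and Eif3l at 2 weeks and of Rpl13a at 2 and 5 weeks were within the limits used, with Krt14 at about 2000 FPKM in Fig. 6A and 2095 here. The means of all KO libraries at 2 weeks were 215 FPKM for Rpl22, 119 for Eif3l and 2227 for Rpl13a. Fig. 6G shows about 160, about 93 and about 1200. Whether the means of all KO libraries are within the limits was not tested. Lor at 2 weeks was about 710 FPKM in Fig. 6A, the paper's value, and 384 here. On the TPM scale it was 622, with quantile normalization 488 and without KO-D replicate 2 479, each within the limits used, but not without KO-D replicate 1. Krt1 at 2 weeks was about 1600 FPKM in Fig. 6A and 689.6 here, and 1113 on the TPM scale, the only alternative within the limits. Krt10 at 2 weeks was about 5000 FPKM in Fig. 6A and 2381 here, and 3848 on the TPM scale and 3394 with quantile normalization, which were within the limits, whereas leaving out a replicate was not. The TPM scale moved values of KO-D that were within the limits out of them, namely Krt14 (3379), Rpl22 (277) and Eif3l (157) at 2 weeks and Rpl13a at 2 and 5 weeks. Quantile normalization did so for Rpl13a at 2 weeks. Neither scaling therefore accounts for Fig. 6 as a whole. Among the K5-cre values compared, only that of Flg was outside the limits without rescaling. The others were within them, such as Krt14 at the youngest age, with about 4700 FPKM in Fig. 6A and 4739 here. The values compared were picked after the means here were known, so the share that differ is not an unbiased rate. For Flg the paper's values in Fig. 6A are about 180 FPKM in KO-D at 2 weeks, about 170 in KO-D at 5 weeks and about 85 in K5-cre at 2 to 3 weeks, against 42.1, 14.2 and 14.3 here. For Rpl26 in KO, Fig. 6G shows about 190 FPKM at 2 weeks, about 500 at 5 weeks, about 180 at 8 weeks and about 350 at 10 weeks. The KO-D means here were 979, 1321, 1008 and 1274, and the means of all KO libraries 1279, 1676, 1154 and 1222. None of the alternatives set before the data were examined closed the gap for Flg or Rpl26.

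The paper describes the HF keratins as falling to the level of controls at 5 to 10 weeks. Here their mean in KO was below K5-cre at 5 weeks, by 1.93 on the log2 scale, and above it at 10 weeks, by 1.65 (exact two-sided permutation tests, p = 0.13 and 0.4), where 2 of 22 passed the threshold. The mean difference from K5-cre at 10 weeks was 2.84 in KO-H and 0.46 in KO-D. The libraries with the highest HF keratins at this age were also those with the lowest muscle content, which was not adjusted for here. At 8 weeks the means of KO and K5-cre, 0.99 and 1.25, did not separate (exact two-sided permutation test, p = 0.93). The paper describes cluster I as high in KO-H and KO-D. The cluster with the HF keratins here also held genes that the paper places in cluster II, so these are not like sets. The mean of the cluster with the HF keratins was -0.84 in KO-H and -0.31 in KO-D at 5 weeks, below -0.18 in K5-cre. At 10 weeks it was 0.39 and 0.64, above -0.28 in K5-cre. The same 1627 genes stayed above K5-cre at 10 weeks with quantile normalization (0.12 and 0.63 against -0.15) and on the TPM scale (0.61 and 0.54 against -0.27), a comparison made after the clusters were seen. Clustering anew after quantile normalization put the HF keratins with largely other genes, 415 of them shared, whose mean went the other way at 10 weeks (-0.01 and -0.68 against 0.35). The genes grouped with the HF keratins thus depend on the scaling. The paper gives the TLR–NFκB genes as higher in KO-D, and all 12 had a higher mean in KO-D than in KO-H here, as their choice from a cluster with this course would give, 9 with an unadjusted p under 0.05. None passed the threshold of the fit of all libraries, while 8 passed with means of each animal label and 5 with the animal label as a random effect. These passes depend on the KO-D labels, which could be exchanged at 8 weeks. As labelled, each KO-D label holds a library in which these genes were high, with mean log2 values of 6.37 and 5.94. Exchanged, both would fall to the same label, and the means of each label were not taken for that case. The paper gives Krt14 as lower and Lor as higher in Stat3-deficient skin, and their log2 fold changes at 2 to 3 weeks in KO-D, -1.18 and 0.90, did not pass the threshold. The fall of Rpl13a, Rpl22, Rpl26, Eif3l and Dnajc8 in vivo, which the paper states, did not pass either.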

Other observations

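The test of gene length, chosen before its result was seen, was run with the tests of library composition and of KO-H, chosen after seeing that libraries differ in ribosomal content.

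The mean log2 fold change of Rpl13a, Rpl22, Rpl26, Eif3l and Dnajc8 in KO-D over 5, 8 and 10 weeks was -0.30. With the log2 FPKM total as a covariate it was -0.16, so that 45.9% of it was lost. Ribosomal protein genes are themselves part of this total, so the covariate can also remove a real change of theirs. The FPKM total is only 1 measure of library composition, and the ribosomal share of the libraries was not adjusted for, so composition may account for more or less of the fall than this. In KO-H, which carries the same deletion, it was -0.12, which does not tell a disease effect from an effect of the deletion. Ribosomal protein genes (90 with a transcript length) had a median of -0.30, and 78 of them were lower in KO-D. Other genes matched to them on transcript length and FPKM had a median of -0.18, which is 59.1% of that value. A bias against short, highly expressed genes could thus be a source of the fall.

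Skint3, Skint4 and Skint9, looked at after the data were seen, were high in every library of the second K5-cre label, with Skint9 between 47.6 and 71.7 FPKM, and below 1 FPKM in every library of the first K5-cre label and of KO-H. The paper does not report on these genes.

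The paper reports Cxcr4 and Dlk2 in 2-week-old B6 mice, as raised by STAT3. In mixed mice Cxcr4 was 14.2 ± 2.84 (SD, n = 4) FPKM in KO at 2 weeks and 3.99 ± 0.924 (SD, n = 2) in K5-cre at 3 weeks, a log2 fold change of 1.60 (standard error 0.62, adjusted p = 0.15) in limma, higher in 4 of 4 KO libraries. Dlk2 was 9.15 ± 1.48 (SD, n = 4) and 7.45 ± 3.23 (SD, n = 2) FPKM, a log2 fold change of 0.31 (standard error 0.31, adjusted p = 0.5). Neither passed the threshold. Genes raised by STAT3 would be lower in KO, and the mean of Cxcr4 was higher in KO here. The KO mice were younger than the K5-cre mice, however, and Cxcr4 fell with age in KO. At 5 weeks its mean was 2.56 FPKM in KO and 3.08 in K5-cre. At 8 and 10 weeks it was 12.0 and 8.45 in KO against 3.27 and 2.95. The age difference could thus contribute to its higher mean at 2 weeks. The direction of Dlk2 is open, since it was -0.25 with the log2 FPKM total as a covariate and -0.09 without K5-cre replicate 1.

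Of the 2 splits of the 4 KO labels into pairs that hold 1 of each number, 1, the real one, gave at least its 19 DEGs between KO-D and KO-H averaged over 5, 8 and 10 weeks, in a fit with 2 groups per age. The largest other count over all 3 splits was 8. With so few splits, this cannot tell the groups from other pairings of the animals.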
